# Transcriptional, Behavioral and Biochemical Profiling in the 3xTg-AD Mouse Model Reveals a Specific Signature of Amyloid Deposition and Functional Decline in Alzheimer’s Disease

**DOI:** 10.3389/fnins.2020.602642

**Published:** 2020-12-15

**Authors:** Wencheng Yin, Navei Cerda-Hernández, Atahualpa Castillo-Morales, Mayra L. Ruiz-Tejada-Segura, Jimena Monzón-Sandoval, Perla Moreno-Castilla, Rodrigo Pérez-Ortega, Federico Bermudez-Rattoni, Araxi O. Urrutia, Humberto Gutiérrez

**Keywords:** beta amyloid deposits, transcriptome, memory decline, neurodegeneration, Alzheimer’s, dementia

## Abstract

Alzheimer’s disease (AD)-related degenerative decline is associated to the presence of amyloid beta (Aβ) plaque lesions and neuro fibrillary tangles (NFT). However, the precise molecular mechanisms linking Aβ deposition and neurological decline are still unclear. Here we combine genome-wide transcriptional profiling of the insular cortex of 3xTg-AD mice and control littermates from early through to late adulthood (2–14 months of age), with behavioral and biochemical profiling in the same animals to identify transcriptional determinants of functional decline specifically associated to build-up of Aβ deposits. Differential expression analysis revealed differentially expressed genes (DEGs) in the cortex long before observed onset of behavioral symptoms in this model. Using behavioral and biochemical data derived from the same mice and samples, we found that down but not up-regulated DEGs show a stronger average association with learning performance than random background genes in control not seen in AD mice. Conversely, these same genes were found to have a stronger association with Aβ deposition than background genes in AD but not in control mice, thereby identifying these genes as potential intermediaries between abnormal Aβ/NFT deposition and functional decline. Using a complementary approach, gene ontology analysis revealed a highly significant enrichment of learning and memory, associative, memory, and cognitive functions only among down-regulated, but not up-regulated, DEGs. Our results demonstrate wider transcriptional changes triggered by the abnormal deposition of Aβ/NFT occurring well before behavioral decline and identify a distinct set of genes specifically associated to abnormal Aβ protein deposition and cognitive decline.

## Introduction

Alzheimer’s disease (AD) is a degenerative disease characterized by progressive memory impairment and loss of other cognitive functions for which there is no current known effective treatment. In 2010, 46.8 million people worldwide were diagnosed with dementia and the number of cases is expected to reach almost 74.7 million cases by 2030 (Prince, 2015), with AD accounting for over 70% of all reported cases (Ferri et al., 2005). While AD is more common in people over 65 years of age, with age being the most prominent risk factor, several additional risk factors have been identified including brain injury, smoking, and even low social engagement (Hersi et al., 2017). However, their predictive value is limited.

AD is characterized by the progressive loss of synaptic density and synapse number followed by overt neuronal degeneration involving the breakdown of neuronal maintenance and survival mechanisms (Selkoe, 2001). Key neuropathological correlates of AD are the presence of distinctive lesions comprised of diffuse and neuritic plaques predominantly composed of; (i) extracellular plaques of aggregated amyloid-beta (Aβ) protein which have been linked to neurotoxicity and axon pruning (Bharadwaj et al., 2009; Nikolaev et al., 2009), and (ii) intraneuronal tangles formed by aggregates of hyper-phosphorylated neurofilament-associated protein tau -known as tau neurofibrillary tangles (NFT)- (Selkoe, 2001; Querfurth and LaFerla, 2010) reported to affect microtubule stability, altering the cell’s cytoskeleton and collapses the neuron’s transport system (Iqbal et al., 2005). Histological evidence indicates that Aβ accumulation precedes and drives tau aggregation (Lewis et al., 2001; Oddo et al., 2003b). Abnormal accumulation of Aβ is the result of an imbalance between the levels of Aβ production, aggregation and clearance (Wang et al., 2010). Aβ clearance is mediated by proteolytic enzymes like neprilysin (Iwata et al., 2001), chaperone molecules such as apoE (Kim et al., 2009), lysosomal (Bendiske and Bahr, 2003), and non-lysosomal pathways (Marambaud et al., 2005). However, the precise identity of the wider molecular pathways that become compromised during the gradual build-up of abnormal Aβ deposition and NFT remain largely unknown (Selkoe and Hardy, 2016).

The use of animal models of AD can help overcome some of the ethical and technical limitations of studying human patients. While acknowledging the intrinsic limitations associated to any preclinical model, animal models of AD offer a unique opportunity to understand the progression of this condition as samples can be extracted from individuals at different ages including those not yet symptomatic and in controlled circumstances. Importantly, in addition to the experimental advantage of a model with a much shorter lifespan, life events can be kept largely homogeneous across individuals in a given study. Currently more than 50 different animal models have been generated to explore AD (Stover et al., 2015). Amongst the AD mouse models currently available, the 3xTg-AD model reported by Oddo et al. (2003a,b) is one of the models that show higher similarity to the brain pathology of AD observed in humans. This model is also one of the few models that has been shown to develop both Aβ plaques and NFT as well as well-known neurochemical hallmarks such as gradual dysfunction of the cholinergic and dopaminergic systems; both believed to contribute to the age-related cognitive decline in AD (Guzmán-Ramos et al., 2012b; Do et al., 2014; Moreno-Castilla et al., 2016; Selkoe and Hardy, 2016). The 3xTg-AD mouse model has two different polymorphisms associated with AD in humans: presenilin-1 (PSEN1), Aβ precursor protein (APP) as well as a mutant allele of the microtubule-associated protein tau (MAPT). These mice are viable, fertile and display no initial gross physical abnormalities, while presenting abnormal Aβ deposition and NFTs, with early brain lesions being observable as early as 6th month of age (Oddo et al., 2003b; Caruso et al., 2013). The 3xTg-AD mice have been shown to display learning and memory deficits in a wide range of learning and memory tests including Barnes maze, Morris water maze (Oddo et al., 2006), object recognition memory, conditioned taste aversion (CTA) and others (Chin, 2011; Guzmán-Ramos et al., 2012b; Moreno-Castilla et al., 2016).

Here we use the CTA learning paradigm as a simple, robust and experimentally tractable learning model known to be mediated by a well-defined cortical region (the insular cortex, Guzmán-Ramos et al., 2012a; Moreno-Castilla et al., 2016; Wu et al., 2020), to detect molecular mediators linking the progressive build-up of Aβ aggregates with cognitive decline. More specifically, we combine genome-wide transcriptional profiling of the cortex of 3xTg-AD mice and control littermates before, during and after the onset of behavioral symptoms (2–14 months of age) with behavioral and biochemical profiling in the exact same mice, to identify wider transcriptional determinants of functional decline specifically associated to the progressive build-up of Aβ deposition. Our results demonstrate wider transcriptional changes occurring well before behavioral decline triggered by the abnormal deposition of Aβ taking place in this model, and identify a distinct set of genes specifically associated to both Aβ protein build up and behavioral decline.

## Materials and Methods

### Behavioral Assessment

Mice crosses to obtain 3xTg-AD homozygous (from the Jackson Laboratory) and corresponding controls were performed as described elsewhere (Guzmán-Ramos et al., 2012a). Only male mice were used to maintain homogenous conditions and avoid hormonal-driven behavioral variations affecting the learning task readouts. Prior to tissue sample collection, animals were tested for learning and memory performance at 2, 7, 8, 11, and 14 months of age using conditioned taste aversion (CTA) assay as described by Moreno-Castilla et al. (2016). This behavioral test consists of pairing a novel flavor (a single presentation of a saccharin solution) with a gastric malaise stimulus induced via an IP injection of lithium chloride (LiCl). After 24 h from the initial presentation of saccharine solution and LiCl injection, aversion to the novel flavor was assessed by measuring the level of consumption of a saccharin solution compared to water. An aversion measure was calculated dividing the saccharin solution intake by the sum of the baseline water consumption and saccharin solution intake.

### Tissue Sample Collection

After CTA memory testing, mice were euthanized by cervical dislocation. Insular cortex was bilaterally dissected and tissue from both hemispheres was aggregated into a single sample per animal. Samples were taken from a total of 30 male mice, three wild-type mice and three 3xTg-AD mutant mice at each chosen postnatal age. Tissue samples were stored in RNA-Later^R^ at −80C until further analysis.

### Expression Data

PolyA-selected *Illumina RNA-seq* was performed on one hemisphere of the insular cortex dissected from each mouse. The *FastQC* tool was used to evaluate the quality of the data. *Trimmomatic* software was employed to filter poor quality reads and remove Illumina adapters. Transcriptome annotation was carried out using *tophat2, samtools* and *R* software (*version 3.2.2 (2015-08-14)—“Fire Safety”*). Genes that displayed zero variance across samples and those that had a cumulative RPKM value of less than five across all samples were discarded, leaving total of 16,894 protein coding genes. The RPKM expression data, together with behavioral and Aβ-42 deposition data is available in the GEO public database (accession number: GSE161904).

### Differential Expression Analysis

Differential expression analyses were carried out with the edgeR package supported in R (Robinson et al., 2010) using TMM normalization as proposed by Robinson and Oshlack (2010) and the exact test model (Robinson and Smyth, 2008). Differentially expressed genes (DEGs) were identified by comparing wild type and 3xTg-AD samples for each time point separately.

### Functional Enrichment Analysis

Enrichment analyses of functional annotations of Gene Ontology (GO) terms was performed after pooling up and down-regulated DEGs across time points in the 3xTg-AD mouse model after pooling. We tested for significant over-representation of specific gene ontologies using the WEB-based Gene SeT AnaLysis Toolkit (WebGestalt) available online (Zhang et al., 2005). Overrepresented functional terms were identified after correcting for multiple testing.

### Aβ Deposition Quantification

Amyloid Betta (isoforms 42 and 41) deposition was quantified using the milliplex enzyme-linked immunosorbent assay (ELISA) platform. Quantification assays were performed twice (2 × *n* = 3 animals per group of age) following manufacturer’s guidelines with duplicate measurements per sample. We used a highly sensitive milliplex^®^ MAP Kit (Cat # HNABTMAG-68K, Millipore) with color-coded microspheres (beads) and fluorescent dyes; through precise concentrations, the beads simultaneously and specifically capture amyloid beta 1–40 and 1–42. A total of 25 μL of sample was introduced into a plate containing the microspheres. After an analyte from a test sample is captured by the bead, a biotinylated detection antibody is introduced. The reaction mixture was then incubated with Streptavidin-PE conjugate, the reporter molecule, to complete the reaction on the surface of each microsphere. To acquire and analyze data, we used a Luminex^®^ MAGPIX^®^ instrument where each individual microsphere was identified and the result of its bioassay was quantified.

### Randomization Test

To assess the possible relationship between the DEGs in the cortex with Aβ deposition and learning performance of each mouse, we obtained absolute Pearson correlation coefficients for the expression levels for each gene in all the mice across all five developmental stages against both Aβ deposition and aversion index. A randomization test was carried out to assess the significance of the association between gene expression patterns with Aβ deposition and aversion index for DEG genes. For this, we calculated the average of the absolute correlation coefficients between gene expression levels and either Aβ deposition or the aversion index for all DEG genes. This mean value was then compared to the mean value of absolute correlation coefficients of 1,000 equally sized randomly selected samples of background genes. Association between the expression of DEGs and either Aβ deposition or behavioral performance was regarded as significant if the mean absolute correlation for DEGs was greater than the largest mean correlation value observed in the random background gene samples (*p* < 0.001). All large-scale calculations were carried out using the programming language R and associated libraries.

## Results

In order to characterize the transcriptional changes that occur in the insular cortex in response to the build-up of Aβ/NF deposits and cognitive deterioration in the 3xTg-AD mouse model, behavioral data and tissue samples were obtained from three transgenic and three wild-type male mice at five time points from two through to 14 months of age (*n* = 3/time point, Figure 1A). Cognitive performance assessment was carried out using the conditioned taste aversion (CTA) learning task (see section “Materials and Methods”). Learned acquisition of aversion for a novel flavor is known to be mediated by the insular cortex and found to be severely impaired in adult 3xTg-AD mice when compared with normal mice (Guzmán-Ramos et al., 2012a; Moreno-Castilla et al., 2016). The time points chosen were based on the fact that cognitive impairment in 3xTg-AD mice has been documented in some memory tests as early as 4 months (Stover et al., 2015). Accordingly we have based our choice on the time course previously characterized by Moreno-Castilla et al. (2016), where learning deficits in Conditioned taste aversion were observed only after the 8th moth of age (Guzmán-Ramos et al., 2012b; Moreno-Castilla et al., 2016). All animals were euthanized immediately after the CTA memory testing trial at each chosen age and the insular cortex was bilaterally dissected for Aβ quantification and transcriptional profiling.

**FIGURE 1:**
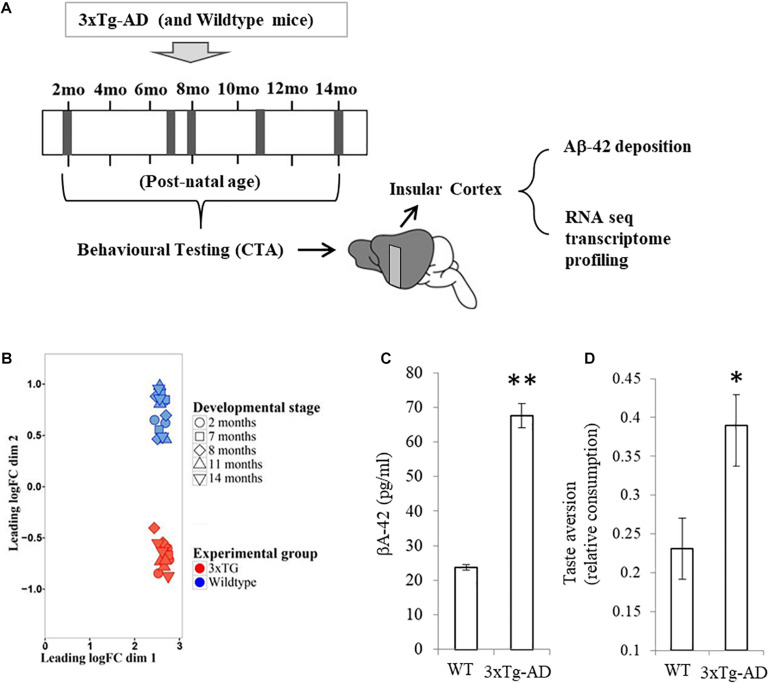
Experimental groups and expression profile clustering. **(A)** Samples were collected from cerebral cortex of three wild type mice and three 3xTg-AD mutants at different time points throughout adult development (2, 7, 8, 11, and 14 months of age, indicated by gray vertical bands in the timeline). At the end a total of 30 samples were obtained. **(B)** Multidimensional scaling (MDS) plot of the TMM normalized data. blue symbols represent wild type mice and red symbols were used to denote 3xTG-AD mice. **(C)** BA-42 concentration in the same samples (± SEM) for both wild type (WT) and 3xTg-AD mice. **(D)** Learning performance in the conditioned taste aversion task in the same mice. Each bar represents mean relative consumption (± SEM) of the aversively associated flavor relative to mean base-line consumption of water. ^∗^*p* < 0.05, ^∗∗^*p* < 10^–10^.

Transcriptional profiling on tissue samples was carried out using the Illumina RNA-seq platform for all 3xTg-AD and wild type mice for each time point. 

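Insular cortex was collected from 30 male mice, with 3 WT and 3 3xTg-AD mice at each age (2 and 7 months, then 8, 11 and 14 months), and polyA-selected RNA of each mouse was sequenced as a separate library. The tissue section of the paper and the labels of the samples describe both hemispheres pooled per mouse, while its expression section describes a single hemisphere. The authors trimmed the reads, aligned them with TopHat2 and deposited the number of reads counted on each Ensembl gene, without normalization or a filter on low counts. The paper's text does not name the counting tool, its strand setting or the genome build. In WT mice, between 19028829 and 41551040 reads per mouse were counted on genes, with a median of 31871250. In 3xTg-AD mice the totals lay between 19904345 and 37229394, with a median of 30327551. Over the 10 groups of 3 mice, the median total ran from 27478953 in 3xTg-AD mice of 11 months to 35143195 in WT mice of 7 months. For the comparisons described here, counts were normalized for library size and composition by edgeR's TMM method and are given as CPM, the share of each gene in the reads of a mouse scaled to a fixed total. Neither the labels nor the paper name a sequencing batch.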

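Gene types and positions were taken from GENCODE release vM21 on GRCm38. The 18744 protein-coding genes with at least 5 reads in total over the 30 mice and some variance entered the comparisons. The paper's results give this filter in reads and its methods give it in cumulative RPKM. As a check of the labels, counts of sex-linked genes were read in every mouse. Eif2s3y, on the Y chromosome, lay between 50.5 and 87.5 CPM in WT and between 55.8 and 90.2 CPM in 3xTg-AD mice. Xist, which is transcribed from the inactive X chromosome of females, stayed at or below 14 reads in every WT mouse and at or below 24 reads in every 3xTg-AD mouse. For each of the 30 pairs of mice that share genotype and age, a chi-square statistic of their counts per gene tested lay between 4.36 and 86.8, well above sampling noise, so no pair held the same library.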

After transcriptome annotation and removal of genes with less than five reads overall and those with no variance, gene expression levels were compiled for a total of 16,894 protein-coding genes. TMM normalization was applied to make sure expression among samples is comparable. Multidimensional scale analysis revealed two distinct clusters separating each experimental group (Figure 1B). 

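The multidimensional scaling was repeated on leading log2 fold changes, the distance between a pair of mice over the 500 genes that differ most between them, computed from log2 CPM with a prior count of 2. On the first dimension, the 15 3xTg-AD mice lay between -1.10 and -0.11 and the 15 WT mice between -0.01 and 1.06, so the genotypes did not overlap there. On the second dimension they did, from -0.86 to 0.82 in 3xTg-AD and from -1.29 to 0.44 in WT mice. Genotype accounted for 21.3% of the squared distances (PERMANOVA with permutation of the mice within age, p = 0.0001, the smallest these permutations can give). This share moved most when the pooled DEGs were left out of the distances, to 5.50% (p = 0.0353 in the same permutation test).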

No sub-clustering was observed by age. This result demonstrates that significant gene expression differences are apparent in all time-points between 3xTg-AD and WT samples. 

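Age as a factor with 5 levels accounted for 13.8% of the squared distances between mice (PERMANOVA with permutation of the mice within genotype, p = 0.0534). With every gene tested in the distance, age accounted for 16.1% (permutation p = 0.0189), and with a prior count of 0.5 for 14.3% (p = 0.0144). It also passed 0.05 without the mice of 8 months (13.3%, permutation p = 0.0329) or of 14 months (14.0%, p = 0.0222). Over the 9 alternatives run for this value, p lay between 0.0144 and 0.1743.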

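A single comparison of the 15 3xTg-AD with the 15 WT mice, with age as a factor, gave 1750 genes with an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 873 were higher and 877 lower in 3xTg-AD mice. With all genes of the deposited table in place of the protein-coding ones, this number moved by the most genes, to 2372. Thy1, App and Mapt were read in each mouse; reads of the human APP and MAPT transgenes could be split with the mouse genes or lost, depending on the authors' alignment. Thy1, whose promoter drives these transgenes, had 613.5 ± 84.1 CPM (SD, n = 15) in 3xTg-AD against 449.2 ± 25.0 CPM (SD, n = 15) in WT mice. App had 1301 ± 109 CPM (SD, n = 15) in 3xTg-AD and 1363 ± 107 CPM (SD, n = 15) in WT mice, and Mapt had 500.6 ± 27.7 CPM (SD, n = 15) and 503.6 ± 32.6 CPM (SD, n = 15), differences within the spread between mice.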

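Amyloid beta was measured by the authors in tissue of the same mice with a bead-based immunoassay that captures Aβ40 and Aβ42 together, and the labels of the samples give 1 value per mouse for each, without a unit; the axis of Fig. 1C is in pg/ml. How the duplicate measurements and repeated assays were combined into that value is not stated in the text of the paper. A value for Aβ42 was given for 28 of the 30 mice, with 1 WT and 1 3xTg-AD mouse of 14 months lacking one. Aβ42 was 67.6 ± 13.5 pg/ml (SD, n = 14) in 3xTg-AD and 23.7 ± 2.88 pg/ml (SD, n = 14) in WT mice, a difference in means of 43.97 pg/ml (2-sided permutation test with 100000 resamples, p = 1e-05, the smallest these can give). All 14 3xTg-AD mice were above the highest WT mouse. On the log2 scale the difference was 1.5, with the same p. Within age, the mean of 3xTg-AD mice was 55.0 ± 9.40 pg/ml (SD, n = 3) at 2 months, 59.0 ± 11.9 (SD, n = 3) at 7 months, 75.8 ± 6.86 (SD, n = 3) at 8 months, 73.2 ± 16.7 (SD, n = 3) at 11 months and 78.9 ± 0.857 (SD, n = 2) at 14 months. WT means lay between 21.1 pg/ml at 7 months and 26.5 pg/ml at 2 months. At 2, 7, 8 and 11 months the exact permutation test gave p = 0.1, the smallest that 3 mice against 3 allow; at 14 months 2 mice against 2 allow no p below 0.333.

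**Figure D1:**
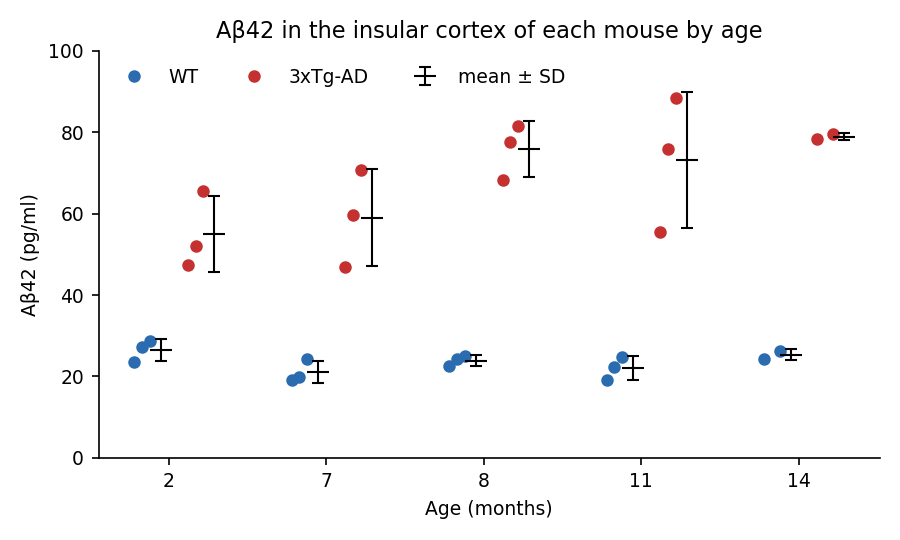
Aβ42 in pg/ml (vertical axis) in each mouse by age in months (horizontal axis); blue points are WT and red points 3xTg-AD mice, and black marks are means with SD. The WT mice stayed between 19.2 and 28.7 pg/ml and the 3xTg-AD mice between 46.8 and 88.5 pg/ml.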

Quantification of beta amyloid deposition (isoform Aβ-42) measured on the exact same samples show a statistically significant difference between 3xTg-AD and WT samples (Figure 1C, *t* = 11.9, *p* = 4.7 × 10^–12^). Taste aversion learning performance carried out on the same mice prior to tissue sampling also reveals a statistically significant difference in consumption of novel flavor relative to base-line water consumption (Figure 1D, *t* = 2.4, *p* = 0.023).

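CTA performance was scored by the authors before the tissue was taken, and the labels of the samples give 1 preference index per mouse, a fraction in which a lower value means a stronger aversion to the flavor. The paper's methods divide saccharin intake by the sum of baseline water and saccharin intake, while its results speak of consumption relative to baseline water; the labels do not say which of these the index is. The index was 0.39 ± 0.205 (SD, n = 15) in 3xTg-AD and 0.231 ± 0.154 (SD, n = 15) in WT mice, a difference of 0.159 (2-sided permutation test with 100000 resamples, p = 0.0241). Of the 15 3xTg-AD mice, 2 lay above the highest WT mouse. The difference no longer passed 0.05 without the mice of 14 months (0.119, permutation p = 0.128), without those of 7 months (0.169, p = 0.052) or as a difference in medians (0.187, p = 0.086). Within age, no difference passed 0.05 in exact permutation tests, in which 3 mice against 3 cannot go below 0.1. The difference was 0.122 at 2 months (p = 0.6, exact test), 0.119 at 7 months (p = 0.2, exact test), 0.0556 at 8 months (p = 1.0, exact test), 0.178 at 11 months (p = 0.4, exact test) and 0.320 at 14 months (p = 0.2, exact test). The mean difference at 2 and 7 months did not depart from that at 8, 11 and 14 months (difference of -0.0640, permutation p = 0.642).

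**Figure D2:**
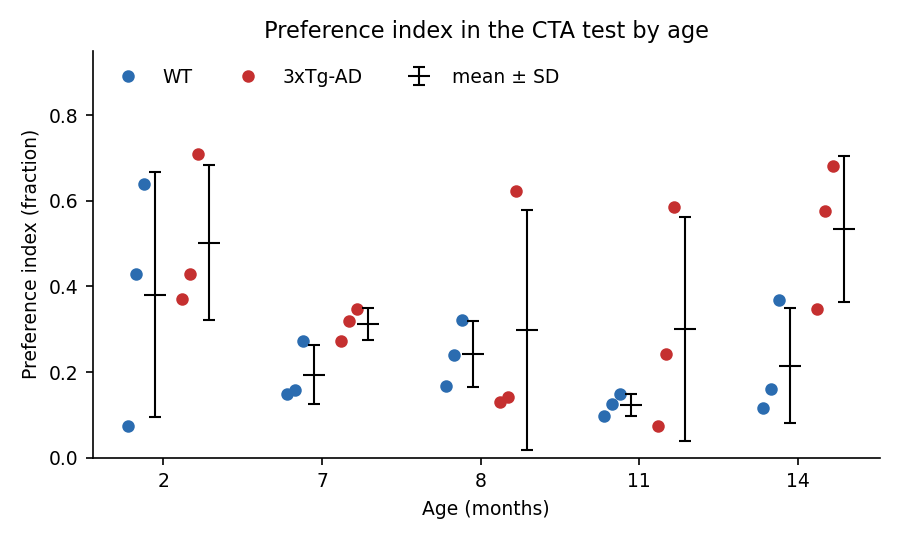
Preference index in the CTA test (vertical axis, fraction) of each mouse by age in months (horizontal axis); blue points are WT and red points 3xTg-AD mice, and black marks are means with SD. The genotypes overlapped, with WT mice between 0.0741 and 0.640 and 3xTg-AD mice between 0.0741 and 0.708.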

To assess gene expression differences, in the insular cortex, between 3xTg-AD and WT we carried out a differential expression analysis at each time point. This analysis revealed a distinctly decreasing temporal trend in the number of genes differentially expressed in 3xTg-AD samples relative to WT samples between 2 and 14 months of age in the insular cortex, with the most drastic decrease in the number of differentially expressed genes (DEGs) between 7 and 8 months. This pattern was consistent for both up-regulated and down-regulated genes (Figure 2). This temporal trend contrasts with the known symptomatic manifestation of cognitive decline in the 3xTg-AD mouse model as behavioral decline increases as individuals become older (Guzmán-Ramos et al., 2012b; Stover et al., 2015; Moreno-Castilla et al., 2016). This result suggests that most transcriptional alterations take place at early stages long before behavioral decline become apparent in this model as measured by CTA learning.

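The 3 3xTg-AD and 3 WT mice of each age were compared with edgeR's exact test on the counts, as the paper's methods state, with dispersions estimated from the 6 mice. Genes with a Benjamini-Hochberg adjusted p below 0.05 were called DEGs. On simulated counts with the means and library sizes of these mice, 200 of 18744 genes were changed by 1 log2 unit. The test recovered 100% of the changed genes at the dispersion found at 7 months and 83.5% at that found at 14 months, with 11 and 15 false calls. The changed genes had many reads and all genes shared the same dispersion, so the shares recovered in these mice can be lower. The common biological coefficient of variation, the spread between mice of one group beyond counting noise, was 0.141 at 2 months, 0.0966 at 7 months, 0.171 at 8 months, 0.181 at 11 months and 0.186 at 14 months.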

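The exact tests called 1160 DEGs at 2 months, 1147 at 7 months, 412 at 8 months, 392 at 11 months and 329 at 14 months. The median absolute log2 fold change of the DEGs was 0.69 at 2 months, 0.65 at 7 months, 1.27 at 8 months, 1.39 at 11 months and 1.35 at 14 months. The smallest was 0.28, 0.24, 0.38, 0.45 and 0.48 in the same order. The medians therefore depend on how large a change had to be to pass, and do not compare a fixed set of genes between ages. With 1 dispersion per gene estimated from all 30 mice in place of the 6 mice of each age, the same test gave 691, 442, 457, 521 and 509 DEGs from 2 to 14 months. Of the alternatives tried on all mice, this dispersion moved the count by the most genes at 7 months, all genes of the deposited table did at 2 months, to 1706, and the quasi-likelihood test did at 14 months, to 126; the latter gave 630 at 2 months. A score of striatal marker genes as a covariate in a quasi-likelihood fit moved it by the most genes at 11 months, to 25, and at 8 months, to 0, with 854 genes at an unadjusted p below 0.05. The scores of WT and 3xTg-AD mice did not overlap at 8 months, so that this fit cannot separate genotype from score there. Single mice moved the counts as well. They ran from 513 without WT mouse G1R6 to 1665 without 3xTg-AD mouse G1R2 at 2 months, and from 702 without 3xTg-AD mouse G2R7 to 1201 without 3xTg-AD mouse G2R6 at 7 months. At 11 months they ran from 228 without WT mouse G4R5 to 833 without WT mouse G4R7, and at 14 months from 193 without WT mouse G5R6 to 810 without WT mouse G5R4.

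**Figure D3:**
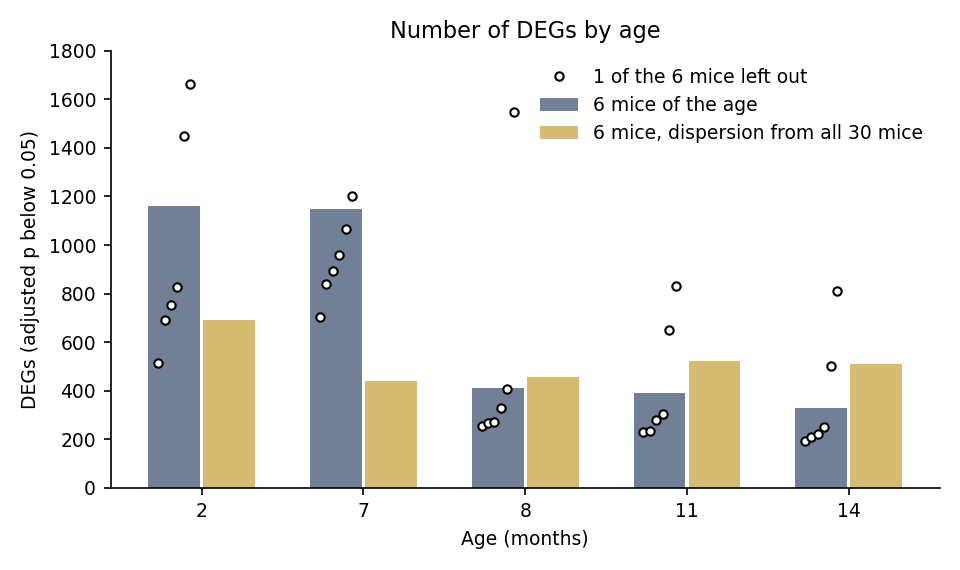
Number of DEGs (vertical axis) at each age in months (horizontal axis). Gray-blue bars use the dispersion of the 6 mice of the age, yellow bars that of all 30 mice, and open circles the 6 fits that each left out 1 mouse. Gray-blue bars fall from 1147 at 7 months to 412 at 8 months, where yellow bars go from 442 to 457.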

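Of the DEGs, 469 were up-regulated and 691 down-regulated in 3xTg-AD mice at 2 months, and 527 and 620 at 7 months. At 8 months 199 were up-regulated and 213 down-regulated, at 11 months 227 and 165, and at 14 months 188 and 141. The up-regulated share was 40.4% at 2 months, 57.9% at 11 months and 57.1% at 14 months. Single mice moved this balance: without WT mouse G3R7 there were 422 up- and 1125 down-regulated DEGs at 8 months, and at 14 months there were 659 and 151 without WT mouse G5R4 and 95 and 98 without WT mouse G5R6. Under the dispersion from all 30 mice the share at 2 months was 54.3%.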

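Whether the effect of genotype differs between ages was tested directly over the 30 mice, with a quasi-likelihood test of the 4 genotype by age terms. Of the 18744 genes, 1 passed an adjusted p of 0.05, and 1393 genes (7.43%) had an unadjusted p below 0.05, where chance alone gives 5%. The contrast of the mean genotype effect at 2 and 7 months against that at 8, 11 and 14 months gave 0 genes after adjustment and 1092 genes (5.83%) before it. DESeq2 moved these numbers most, to 96 and 6 genes. On simulated counts with 200 genes whose genotype effect changed with age by 1 log2 unit, the interaction test recovered 90%. There the effect was present at 2 and 7 months only, the changed genes had many reads and all genes shared the same dispersion. The 90% holds for this setting and is not the share that would be recovered in these mice. DEGs called at 7 months had a median log2 fold change, in the direction of the call, of 0.56 at 2 months, 0.41 at 8 months, 0.45 at 11 months and 0.40 at 14 months. For DEGs called at 2 months the median was 0.365 at 7 months, 0.32 at 8 months, 0.34 at 11 months and 0.22 at 14 months. Within single ages the behavioral index of the same mice gave exact p of 0.2 or more, in a test of 3 against 3 mice whose smallest possible p is 0.1, so that a difference between the genotypes at any age is not excluded. From the falling number of DEGs set against the course of the behavioral decline, the paper proposes that most transcriptional alterations take place early, before decline shows in CTA learning.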

**FIGURE 2:**
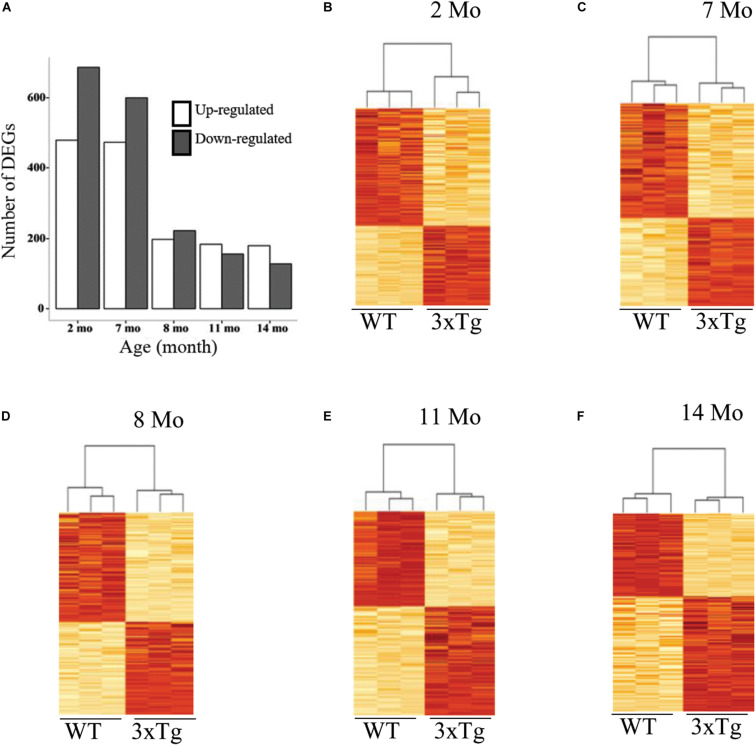
Time course of differential gene expression in 3xTg-AD mice. **(A)** Bar charts showing the number of differentially expressed genes (DEGs) in the cortex both up and down-regulated, on the vertical axis, as a function of age in months (horizontal axis). **(B–F)** Heatmaps and hierarchical clustering of triplicate samples corresponding to each of the five time points studied (indicated in months). Each plot displays, on the vertical axis, the pulled set of DEGs detected across all five ages (*n* = 1924), with the highest color intensity corresponding to the highest expression (z score-transformed).

We then assessed the proportion of overlapping DEGs across all time points to determine if there was a clearly distinct set of differentially expressed genes at early or late stages of neurological decline progression. 

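The DEG lists of each of the 10 pairs of ages were compared with 1-sided Fisher's exact tests over the 18744 genes tested at both ages. No mouse was shared between ages. At 2 and 7 months, 502 genes were called at both, against 71.0 expected by chance, a fold of 7.07, which was the smallest. At 11 and 14 months, 200 genes were shared against 6.88 expected, a fold of 29.1, which was the largest. All 10 pairs passed an adjusted p of 0.05 (Benjamini-Hochberg over the 10 exact tests), with a log10 p between -330.2 and -205.7. The share of common genes changed in the same direction was 91.7% at 2 and 8 months, the lowest, and 97.5% to 100% in the other pairs. With the striatal score as a covariate, which cannot be separated from genotype at 8 months and left no DEG there, 6 of the 10 pairs passed.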

Pairwise comparisons between DEGs at each time point reveal that there is a highly statistically significant proportion of overlapping genes across all age comparisons (Figure 3). This result confirms the existence of a common core of differential expression signature associated to the cortical deposition of Aβ in the 3xTg-AD model. 

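In all, 150 genes were called at all 5 ages, each in 1 direction throughout, 79 up-regulated and 71 down-regulated in 3xTg-AD mice. The 4 of each direction with the smallest worst adjusted p over the 5 exact tests were taken as examples. Pttg1 (ENSMUSG00000020415, chromosome 11, 43420250 to 43426251) had 0.414 ± 0.185 CPM (SD, n = 15) in 3xTg-AD and 18.4 ± 3.46 CPM (SD, n = 15) in WT mice; its log2 fold change lay between -6.51 and -5.02 over the ages (largest adjusted p 6.12e-47). Serpina3n on chromosome 12 had 10.8 ± 3.19 against 98.5 ± 16.2 CPM (largest adjusted p 2.04e-28), and Cldn34c1 on chromosome X and Oscar on chromosome 7 were lower by log2 fold changes of -5.18 to -4.21 and of -4.44 to -3.85. Mcmdc2 (ENSMUSG00000046101, chromosome 1, 9908638 to 9942085) had 10.0 ± 1.71 CPM (SD, n = 15) in 3xTg-AD and 1.32 ± 0.376 CPM (SD, n = 15) in WT mice (largest adjusted p 5.79e-26). Klk1b22 had at most 5 reads in any WT mouse and 10.2 ± 4.18 CPM (SD, n = 15) in 3xTg-AD mice. Trim12a rose by log2 fold changes between 3.6 and 4.55, and Aldh7a1 by 1.1 to 1.28. Serpina3n, Cldn34c1, Klk1b22, Trim12a and Pttg1 have close paralogs or copies, so the authors' counting could split their reads, and their values are uncertain to that extent. The 150 genes were not spread evenly along the chromosomes: 31 adjacent pairs of tested genes were both in the list, against a median of 1 and a maximum of 7 in 10000 random lists of the same size. Counting only neighbours of different gene families, 10 pairs remained.

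**Figure D4:**
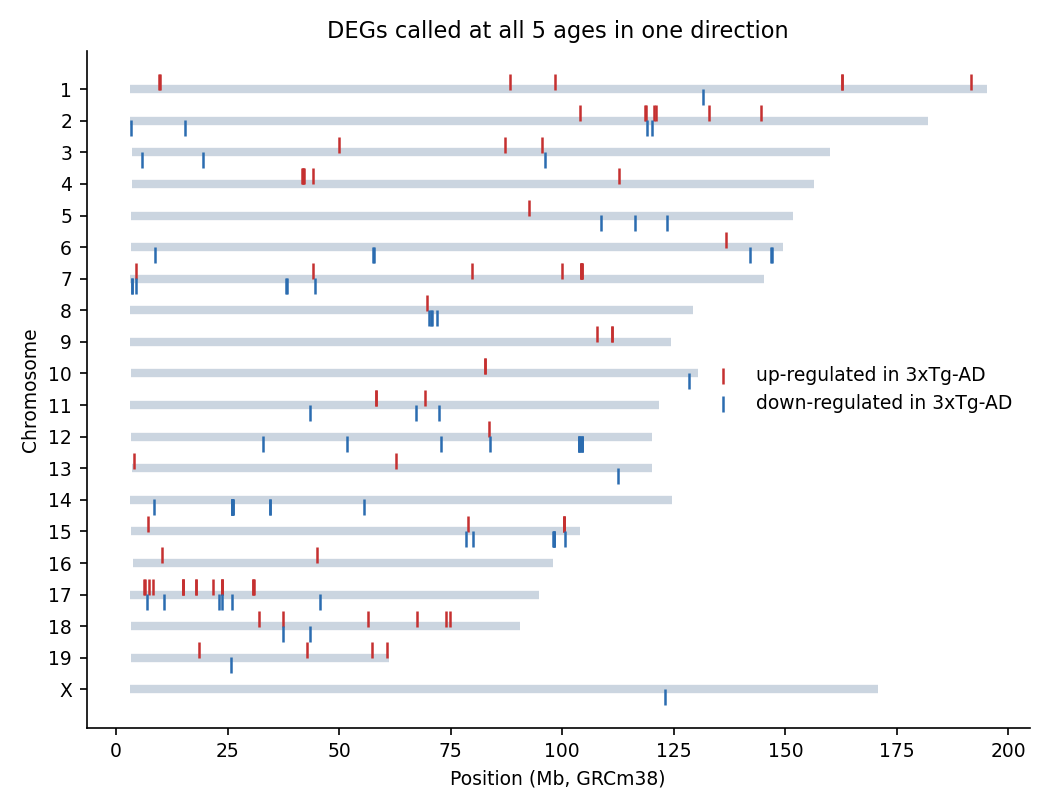
Position (horizontal axis, Mb on GRCm38) of the DEGs called at all 5 ages on each chromosome (vertical axis); red ticks are up-regulated and blue ticks down-regulated in 3xTg-AD mice, and gray bars run from the first to the last gene tested. Of the 150 genes, 91 lie within 1 Mb of another.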

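Pooled over the ages, 1989 genes were DEGs at 1 age or more, with 906 up-regulated and 1121 down-regulated at some age and 38 counted in both. Of these, 1291 (64.9%) were called at a single age. The paper's Supplementary Table 1 lists 1924 genes, of which 1872 were among the genes tested here and 1706 (88.67%) were in the pool. The overlap was 751 of the paper's 829 up-regulated and 979 of its 1125 down-regulated genes. The quasi-likelihood test moved the size of the pool most, to 1138 genes.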

In all the subsequent analyses we use the complete pool of all differentially expressed genes across all developmental stages (*n* = 1,924), including up (*n* = 829) and down (*n* = 1,125) regulated genes separately (listed in Supplementary Table 1).

**FIGURE 3:**
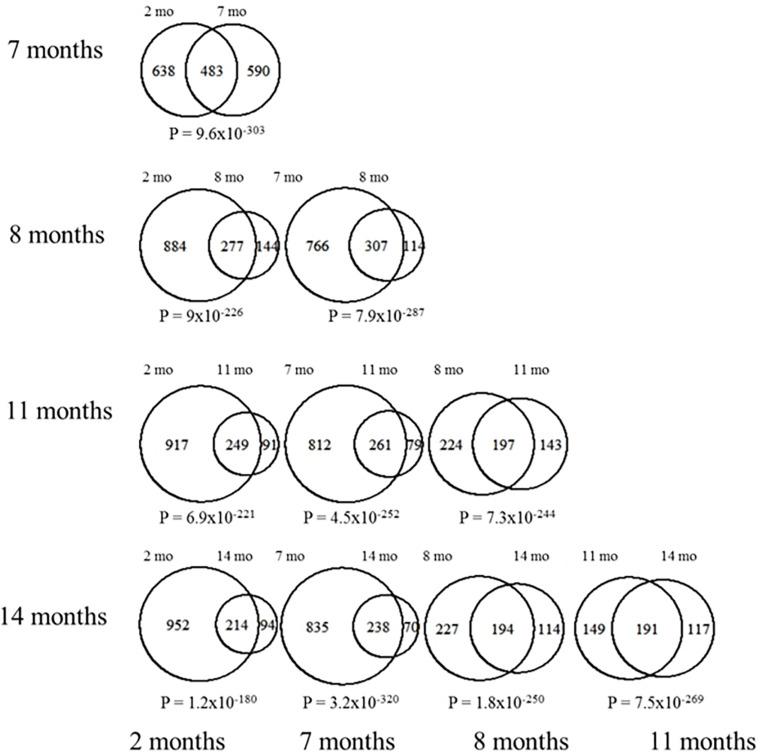
Pairwise DEG overlap between all different ages. Each Venn diagram shown represents the overlap in DEGs between the indicated ages. The numbers of DEGs at each stage are also indicated. Chi square tests were used to assess the significance in the observed overlap relative to chance expectations, the corresponding *p*-values are indicated under each of the Venn diagrams.

While the large number of DEGs observed suggest the existence of widespread alterations in expression patterns in 3xTg-AD mice, many of these changes may not be directly linked to the mechanisms of CTA learning decline in AD as they could be the result of spurious collateral effects on gene expression. In order to assess whether DEGs are specifically associated to learning decline, we used learning performance data based on the CTA test obtained from the exact same mice prior to transcriptome profiling and calculated the absolute Pearson correlation coefficients between the level of expression for each gene against the acquired taste aversion index across all replicas and time points. Absolute correlation coefficients were next calculated separately for control and 3xTg-AD mice. 

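The randomization test was repeated on the linear scale of TMM-normalized CPM; gene length cancels in a correlation, so RPKM values differ from these only through the normalization factor. For each set, the Pearson correlation of every DEG with the phenotype was computed over the mice of one genotype, and the mean of the absolute values was compared with 1000 random sets of the same size drawn from 16733 genes in no DEG list for the index of CTA and 16727 for Aβ42. The z score is the distance from the mean of the random sets in units of their SD, and a set was called past the random sets where none of the 1000 reached it. Simulated gene sets were run through the same test. A set of 200 independent genes unrelated to the phenotype gave a z of -1.57, and 200 genes with the phenotype added gave 37.5.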

The mean absolute correlation coefficient for DEGs was then compared to mean absolute correlations resulting from a thousand equally sized random samples of background genes. 

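In the 15 WT mice, the mean absolute correlation of the DEGs with CTA performance was 0.240, against 0.200 ± 0.00307 (SD) in the random sets, which ran from 0.191 to 0.210. The z score was 13.025, and 0 of the 1000 random sets reached it. With expression and the index centred within age, which changed the score most, it was 0.46, with 318 random sets at or above it. With each WT mouse left out in turn, it stayed between 5.93 and 17.3, the lowest without WT mouse G1R6.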

As shown in Figure 4A, the collective association between DEGs with CTA learning performance was found to be significantly greater than expected by chance in WT cortex, demonstrating that DEGs are linked to cortically-mediated learning performance in normal mice. This relationship was completely disrupted in the cortex of 3xTg-AD mice where the mean association between expression and CTA learning performance of the same DEGs was actually less than that observed in random gene sets (Figure 4B). This finding strongly suggests an actual functional link between AD pathogenesis and DEGs. However, it is unlikely that all of them participate in the mechanistic onset of AD-related functional decline as many of them could be the result of spurious collateral regulatory alterations not directly linked with this condition. 

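In the 15 3xTg-AD mice, the same DEGs had a mean absolute correlation of 0.148, against 0.165 ± 0.00269 (SD) in the random sets, a z score of -6.40 with every one of the 1000 sets above it. Centred within age, the score was -0.42. Without 3xTg-AD mouse G4R1 it was 2.93, on the other side of the random sets. The difference between the genotypes, 0.0919 in mean absolute correlation, was tested by 1000 permutations of the index among the mice of each genotype. It did not pass in this permutation test (p = 0.172, 0.515 after adjustment over 6 such tests). These permutations remove the association in both genotypes, so they do not show what an equal association in both would give.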

We therefore examined up and down-regulated genes separately in order to assess their relative association with CTA learning. Down-regulated DEGs showed a much more significant association with CTA learning in WT mice than the whole set of DEGs (Figure 4C). This association was again dramatically disrupted in 3xTg-AD mice (Figure 4D). By contrast, the collective association of up-regulated DEGs with CTA learning was no different than that of random background genes in both WT and 3xTg-AD mice (Figures 4E,F). 

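For the 1121 down-regulated DEGs in WT mice, the mean absolute correlation was 0.263, and the random sets ran from 0.186 to 0.213, a z score of 15.3 with 0 sets at or above. Centred within age, 18 of the 1000 random sets reached the score of 2.04.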

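In 3xTg-AD mice the down-regulated DEGs had a mean absolute correlation of 0.140 and a z score of -7.03, below all 1000 random sets. This rested on 1 mouse in part: without 3xTg-AD mouse G4R1 the score was 3.90. Centred within age it was 0.72. The genotypes differed by 0.124 in mean absolute correlation for this set (permutation of the index within each genotype, p = 0.107, 0.515 after adjustment over the 6 tests).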

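For up-regulated DEGs the mean absolute correlation was 0.215 in WT mice, with a z score of 3.09, and 3 of the 1000 random sets reached it. It passed all random sets on log2(CPM + 1) values (3.89) and after removal of the striatal score (3.47), and fell to the other side with Spearman's rho (-2.74) and centred within age (-1.59). With the paper's own list of up-regulated genes it was 1.54. In 3xTg-AD mice the z score was -1.44, with 67 sets at or below it.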

Taken together, these results show that only down-regulated differentially expressed genes show a stronger average association with insular cortex-mediated learning performance than random background genes in control but not 3xTg-AD mice.

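The same 12 sets were also compared with themselves under 1000 permutations of the phenotype among the mice, which leaves the correlations among the DEGs in place. With CTA performance permuted in WT mice, 272 of the 1000 permutations gave all DEGs a mean absolute correlation as large as the observed one (permutation p = 0.273), and 179 gave the down-regulated DEGs one (p = 0.180). In 64.4% of the permutations the DEGs as a whole lay outside all 1000 random sets, and in 64.1% the down-regulated DEGs did. Among simulated sets of 200 co-expressed genes unrelated to the phenotype, 48.4% of permutations did so, and 0% for independent genes. Taking the size of the z score itself as the statistic, 33 of the 1000 permutations reached that of all DEGs in WT mice and 17 that of down-regulated DEGs (0.136 and 0.108 after Benjamini-Hochberg adjustment over the 12 sets). From the scores in WT mice and their loss in 3xTg-AD mice, the paper concludes that only down-regulated DEGs are associated more strongly than background genes with learning performance in control mice.

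**Figure D5:**
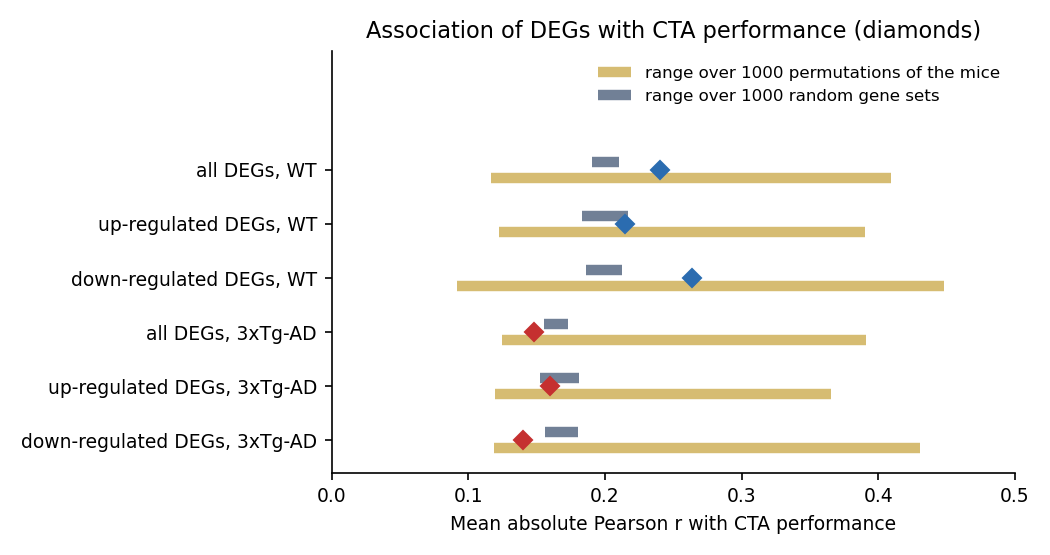
Mean absolute Pearson correlation (horizontal axis) of 6 combinations of DEG set and genotype (vertical axis) with CTA performance. Diamonds are observed values (blue, WT; red, 3xTg-AD), gray-blue bars the range over random gene sets and yellow bars the range over permutations of the phenotype among the mice. The diamond for all DEGs in WT mice, 0.240, lies outside its gray-blue bar and inside its yellow bar, which runs from 0.117 to 0.410.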

**FIGURE 4:**
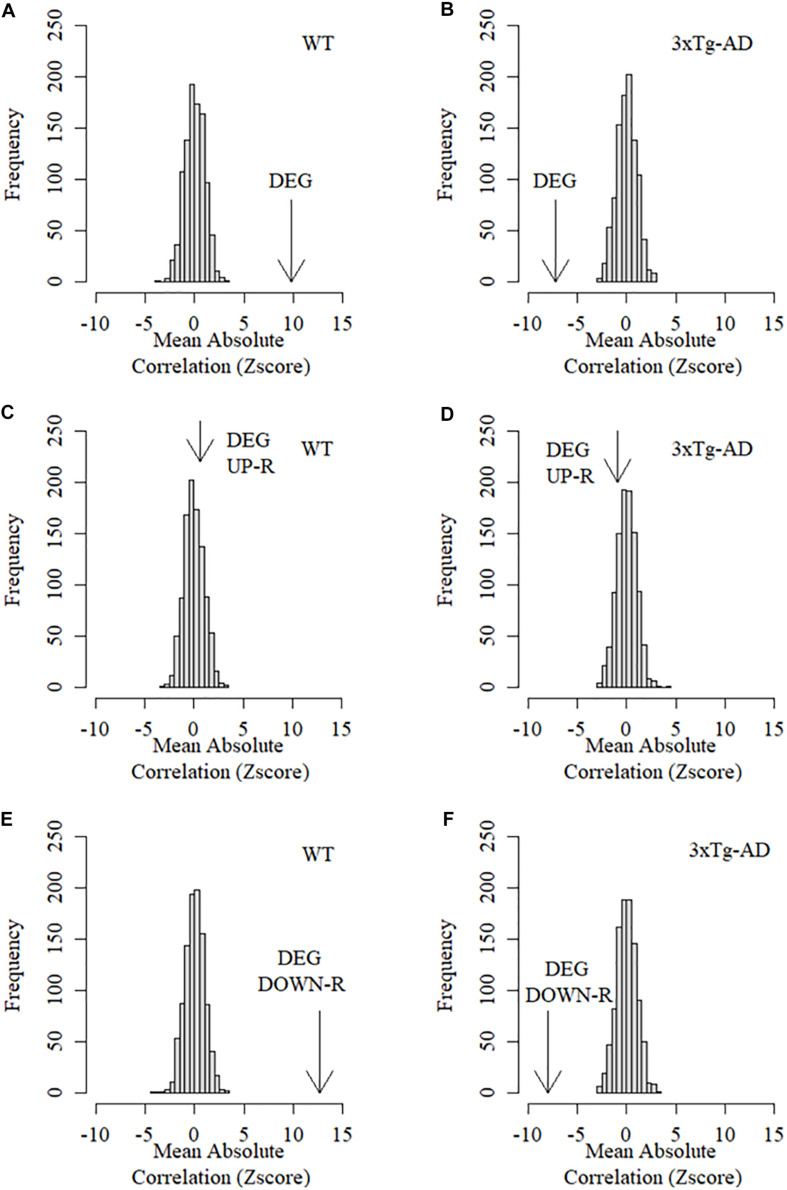
Mean association between behavioral performance and expression level of DEGs in the cortex of control and 3xTg-AD mice. Arrows in these graphs represent the Z score of the mean absolute correlation between expression of DEGs and CTA behavioral performance relative to the correlation distribution (z score-transformed) of 1,000 equally sized samples of random background genes. **(A)** Mean association between differentially expressed genes and learning performance in the cortex of WT mice. **(B)** Mean association between differentially expressed genes and learning performance in the cortex of 3xTg-AD mice. **(C)** Mean association between up-regulated differentially expressed genes and learning performance in the cortex of WT mice. **(D)** Mean association between Up-regulated differentially expressed genes and learning performance in the cortex of 3xTg-AD mice. **(E)** Mean association between down-regulated differentially expressed genes and learning performance in the cortex of WT mice. **(F)** Mean association between Down-regulated differentially expressed genes and learning performance in the cortex of 3xTg-AD mice.

We then assessed whether the expression patterns of DEGs (up and down-regulated) were specifically associated with amyloid beta protein deposition in the insular cortex. To this end, we assessed the collective association between DEGs and Aβ by calculating the mean absolute Pearson correlation coefficient between the level of expression for each and all DEGs across all replicas and time points, and the deposition of Aβ (isoform 42) measured in the exact same samples (see section “Materials and Methods”). We next compared the mean absolute correlation between expression of DEGs and Aβ deposition with the mean correlations resulting from a thousand equally sized random samples of background genes. This analysis revealed that cortical DEGs displayed significantly higher mean absolute correlation with Aβ deposition only in 3xTg-AD but not WT cortical samples (Figure 5A). 

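In the 14 3xTg-AD mice with a value, the mean absolute correlation of all DEGs with Aβ42 was 0.268, against 0.231 ± 0.00338 (SD) in the random sets, a z score of 10.9 with 0 sets at or above. Centred within age it was 6.14, still past all random sets. With each mouse left out it stayed between 3.69 and 13.6, the lowest without 3xTg-AD mouse G1R2. In the 14 WT mice the value was 0.245 and the z score 2.11, with 24 sets at or above. The score of WT mice depended on single mice: it was -5.93 without WT mouse G4R5 and 8.20 without WT mouse G2R3. The genotypes differed by -0.0224 in mean absolute correlation, which did not pass when Aβ42 was permuted among the mice of each genotype (permutation p = 0.742). As for CTA performance, these permutations remove the association in both genotypes and do not show what an equal association in both would give. The test therefore does not decide whether the genotypes differ in this association.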

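With Aβ42 in WT mice, the z score was 1.17 for up-regulated DEGs, inside the range of the random sets, and 1.37 for down-regulated DEGs, with 80 of the 1000 random sets at or above it. The score of down-regulated DEGs reached 9.23 without WT mouse G2R3, and that of both sets fell below 0 without WT mouse G4R5, to -2.53 and -5.71. Removal of the striatal score took that of up-regulated DEGs to 3.67, past all random sets.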

Neither up nor down-regulated DEGs showed a significant association with Aβ42 in WT mice (Figures 5B,D,F). However, in 3xTg-AD mice, only down-regulated DEGs displayed a highly significant association with Aβ-42 deposition with up-regulated genes being no different to random background genes (Figures 5C–E). 

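In 3xTg-AD mice, down-regulated DEGs had a mean absolute correlation with Aβ42 of 0.289 and a z score of 12.3, with 0 of the 1000 random sets at or above. It remained past them when centred within age (8.78) and with each mouse left out (4.12 to 14.1). Up-regulated DEGs had a z score of 2.66, and 2 random sets reached it. With Spearman's rho (3.15) or log2(CPM + 1) values (3.63) no set did, and centred within age the score was -1.21.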

Taken together, these results demonstrate that normal expression of down but not up-regulated DEGs is highly associated with CTA learning performance and that this association is drastically disrupted in 3xTg-AD mice. Conversely, these same down-regulated DEGs are strongly associated with cortical Aβ deposition in 3xTg-AD mice but not WT mice strongly indicating that this set of genes is directly involved in the molecular events linking Aβ deposition and AD-related functional decline.

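Aβ42 was then permuted among the mice with the DEG sets kept. In 3xTg-AD mice, 194 of the 1000 permutations gave all DEGs a mean absolute correlation as large as the observed one (permutation p = 0.195) and 152 gave the down-regulated DEGs one (p = 0.153). In 57.2% and 59.9% of the permutations, these sets lay outside all random sets. With the size of the z score as the statistic, 7 permutations reached that of the down-regulated DEGs (0.0959 after adjustment over the 12 sets) and 52 that of all DEGs (0.159). Between the genotypes, the mean absolute correlation of down-regulated DEGs with Aβ42 differed by -0.0452 (permutation of Aβ42 within each genotype, p = 0.583). As with all DEGs, the permutations remove the association in both genotypes, so this test does not decide whether the genotypes differ. From the association in 3xTg-AD but not WT mice, the paper proposes that these genes are directly involved in the events linking Aβ deposition with functional decline.

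**Figure D6:**
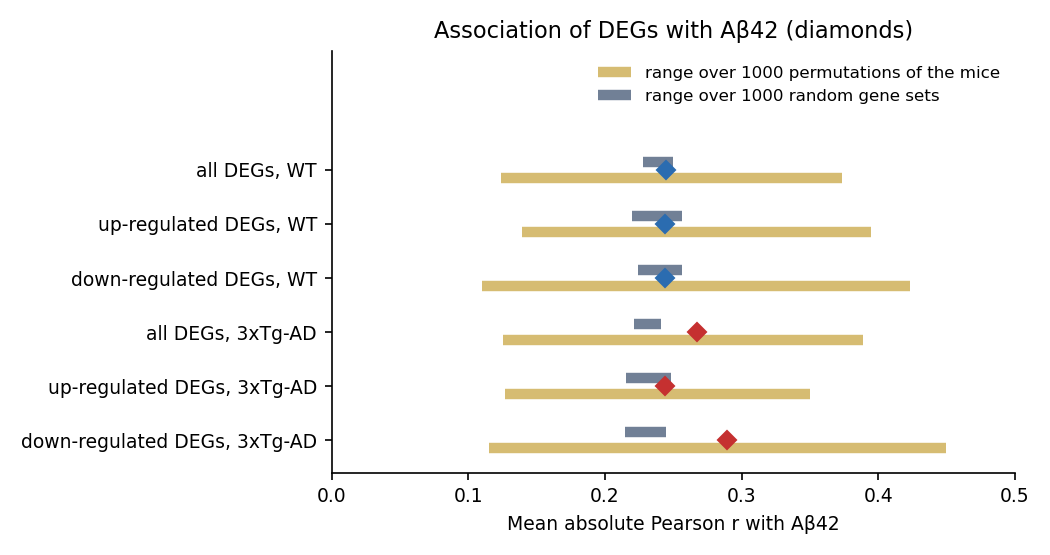
Mean absolute Pearson correlation (horizontal axis) of 6 combinations of DEG set and genotype (vertical axis) with Aβ42. Diamonds are observed values (blue, WT; red, 3xTg-AD), gray-blue bars the range over random gene sets and yellow bars the range over permutations of the phenotype among the mice. For down-regulated DEGs in 3xTg-AD mice the diamond, 0.289, lies outside its gray-blue bar and inside its yellow bar, which runs from 0.115 to 0.450.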

**FIGURE 5:**
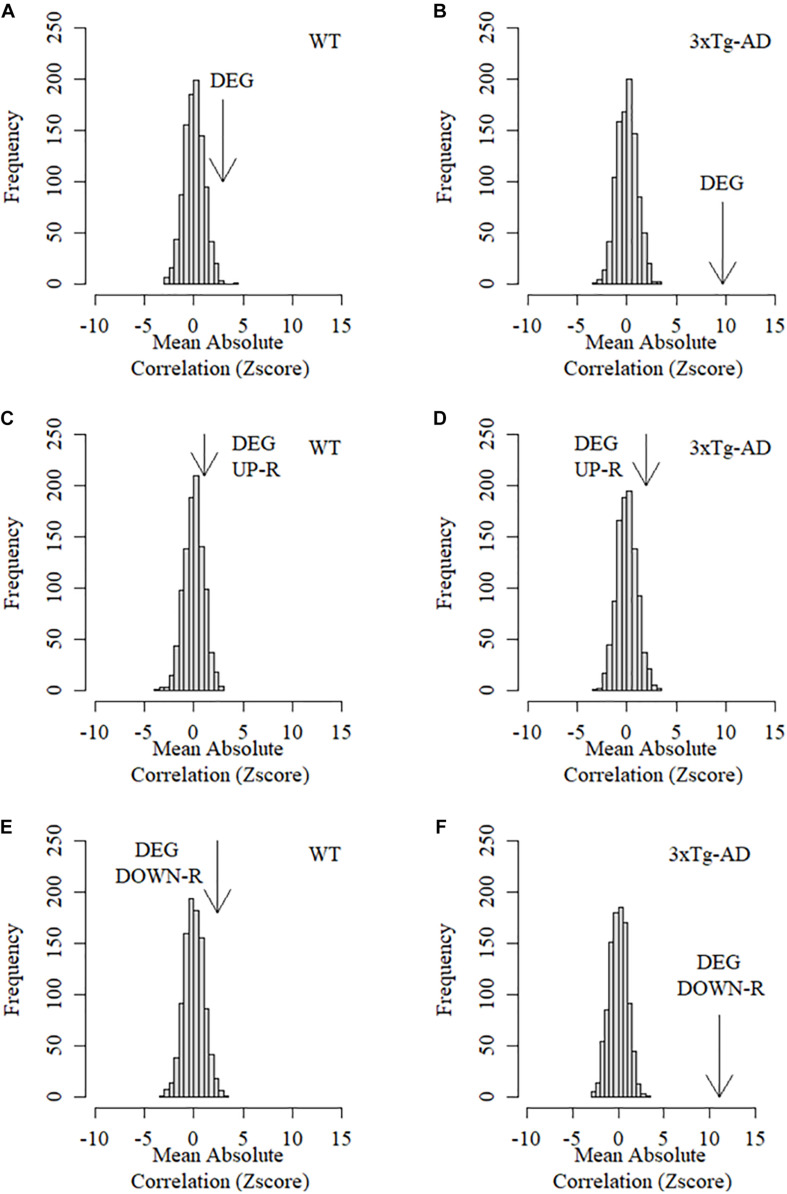
Mean association between Aβ-42 protein deposition and expression level of DEGs in the cortex of control and 3xTg-AD mice. Arrows in these graphs represent the Z score of the mean absolute correlation Between expression of DEGs and Ba42 deposition relative to the correlation distribution (z score transformed) of 1,000 equally sized samples of random background genes. **(A)** Mean association between differentially expressed genes and Aβ-42 deposition in the cortex of WT mice. **(B)** Mean association between differentially expressed genes and Aβ-42 deposition in the cortex of 3xTg-AD mice. **(C)** Mean association between up-regulated differentially expressed genes and Aβ-42 deposition in the cortex of WT mice. **(D)** Mean association between Up-regulated differentially expressed genes and Aβ-42 deposition in the cortex of 3xTg-AD mice. **(E)** Mean association between down-regulated differentially expressed genes and Aβ-42 deposition in the cortex of WT mice. **(F)** Mean association between Down-regulated differentially expressed genes and Aβ-42 deposition in the cortex of 3xTg-AD mice.

Using a complementary approach, we used gene ontology enrichment analysis to test the association between learning and memory related specific cellular functions and our identified set of differentially expressed genes in 3xTg-AD mice. Specifically, we looked for a potential enrichment of specific functional categories among the up- and down-regulated genes using the WEB-based Gene SeT AnaLysis Toolkit (WebGestalt) (Zhang et al., 2005). We looked separately at the sum of all the up- and down-regulated DEGs across all five time points analyzed. Then, Gene Ontology Analysis (GO Analysis) was conducted in each of the four sets of genes; namely: up- and down-regulated DEGs (listed in Supplementary Table 1). We specifically examined any potential over representation of functional categories generally associated to learning and memory mechanisms (rather than mechanisms specific for taste aversion learning) including: Learning or Memory (GO:0007611), learning (GO:0007612), memory (GO:0007613), cognition (GO:0050890), associative learning (GO:0008306). As shown in Figure 6, down but not up-regulated DEGs showed a highly significant enrichment of these functional categories (a complete analysis of GO term enrichment at each time point for either up or down regulated DEGs is shown in Supplementary Table 2). Taken together these results confirm the specific association of down but not up-regulated DEGs in CTA learning and memory functions and support their involvement in linking progressive Aβ deposition in AD and learning performance deterioration.

**FIGURE 6:**
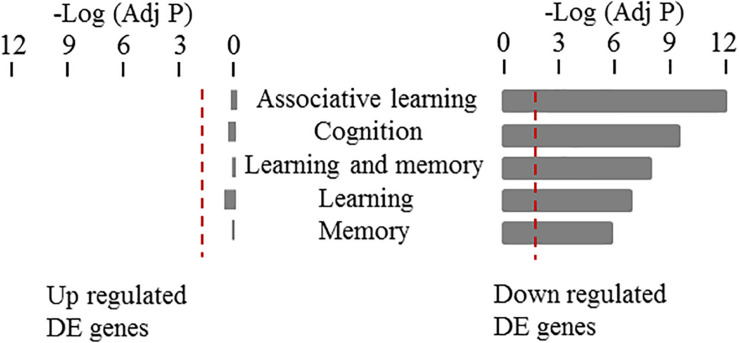
Gene ontology enrichment analysis of differentially expressed genes in the cortex of 3xTG-AD mice. Enrichments on up- and down-regulated DEGs in cortex are shown for genes annotated to the following functional categories associated to learning and memory mechanisms: Learning or Memory (GO:0007611), learning (GO:0007612), memory (GO:0007613), cognition (GO:0050890), associative learning (GO:0008306). Bars show the probability values after Benjamini-Hochberg correction for multiple testing in a negative logarithm scale for each of the functional categories tested. Only cortical down-regulated genes showed a statistically significant enrichment with these categories.

## Discussion

In the present study, we conducted the RNA-seq gene expression profiling of the insular cortex of 3xTg-AD mouse model and performed a differential expression analysis to identify the changes in gene expression that occur throughout adulthood (2–14 months), both at symptomatic and pre symptomatic stages, in this animal model. Animal models of AD have become a widely accepted alternative to emulate human AD and offer the opportunity to track molecular and functional alterations associated to AD at different stages of progression of this disease.

Differential expression analysis comparing 3xTg-AD mice with wild-type mice revealed that, in the insular cortex, the largest proportion of gene expression changes occur at very early adult stages (2–7 months) and way before the known onset of learning decline in this model and that the actual number of differentially expressed genes decreases as these mice become older. 

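At 8 months the number of DEGs depended on single mice: it was 253 without 3xTg-AD mouse G3R3 and 1547 without WT mouse G3R7. The number at 7 months was 2.78 times that at 8 months. After all libraries were thinned to the smallest total, 19028829 reads, the ratio was 2.70, and with 1 dispersion estimated from all 30 mice it was 0.967. Of the alternatives that called any gene at 8 months, the quasi-likelihood test gave the largest ratio, 5.26.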

Interestingly, 8 month of age seems to be a critical stage for the 3xTg-AD model as it is at this time point where the number of DEGs decreases drastically in the insular cortex and remains around the same during the following stages. This temporal trend contrasts with the known symptomatic manifestation of cognitive decline in the 3xTg-AD mouse model as cognitive decline (as measured by CTA learning) increases as individuals become older (Guzmán-Ramos et al., 2012b; Stover et al., 2015; Moreno-Castilla et al., 2016). While cognitive impairment in 3xTg-AD mice has been as documented in some memory tests as early as 4 months (Stover et al., 2015), learning deficits in conditioned taste aversion are typically observed only after the 8th month of age (Moreno-Castilla et al., 2016), Aβ plaques and LTP/LTD alterations are detected at around 6 months (Oddo et al., 2003a,Oddo et al., 2003b), with gliosis becoming fairly evident at 7 months of age (Caruso et al., 2013). The formation of NFTs, however, is not evident until 12 months of age (Oddo et al., 2006), and it has been suggested that NFTs could contribute to the vascular volume abnormalities observed in the 3xTg-AD mouse model, which appear as early at 6 months of age and are consistently present up until 18 months of age (Do et al., 2014). For the behavioral test used in this study (Conditioned taste aversion), our findings suggest that, during the normal progression of this condition, a large number of critical gene regulatory alterations are likely to take place at rather early adult stages and long before any learning symptoms become apparent. This in turn opens the tantalizing possibility of identifying central (and potentially peripheral) biomarkers capable of predicting future development of this condition at much earlier stages.

Our finding that, in this model, the number of differentially expressed genes follow a decreasing trend in time, as the actual pathology aggravates, also suggests that most gene expression changes measured in post-mortem samples obtained from AD patients could represent a small proportion of the most critical gene expression alterations effectively linked to the initial onset of this condition, a circumstance that could also hold for other neurological conditions (i.e., Parkinson’s disease, schizophrenia, and others). In addition, it is worth noting that many of these changes could actually follow opposing trends at different time points, and at early asymptomatic stages. Thus for instance, dopaminergic functions have been studied in the context of AD-related pathology (Kar et al., 2004; Guzmán-Ramos et al., 2012a; Puzzo and Arancio, 2013; Moreno-Castilla et al., 2016), with key alterations including reduced secretion of dopamine, reduced expression of the dopamine receptor (mainly D2 subtypes) and lower dopamine active transporter (DAT) expression in the hippocampus and frontal cortex (Alkondon and Albuquerque, 2002; Palop and Mucke, 2010), along with reduced dopamine transmission through D1 and D2 receptors (Iqbal et al., 2013). Among the differentially expressed genes we identify in this study, is precisely the dopamine receptor D2. 

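Drd2 (ENSMUSG00000032259, chromosome 9, 49340627 to 49408177) had between 10 and 1115 reads per mouse. Its log2 fold change in 3xTg-AD mice was 3.62 at 2 months (adjusted p = 0.0138 from edgeR's exact test with Benjamini-Hochberg adjustment), with 2 of the 3 3xTg-AD mice above every WT mouse. At 8 months it was -3.83 (adjusted p = 7.09e-07 in the same test), and all 3 3xTg-AD mice were below every WT mouse. From the spread between mice, the difference in mean log2 CPM, with a prior count of 2, had a standard error of 1.55 at 2 months and 0.70 at 8 months. At 7, 11 and 14 months the log2 fold change was 1.05 (adjusted p = 0.612), 1.76 (0.532) and 1.81 (0.272) in the exact test. At each of these ages, 2 of 3 3xTg-AD mice were above every WT mouse. At 7 months the remaining 3xTg-AD mouse, G2R6, was below every WT mouse. The quasi-likelihood test gave an adjusted p of 0.107 at 2 months, where p ranged from 0.000263 to 0.858 over the 11 alternatives. Single mice decided this call: at 2 months the adjusted p of the exact test was 0.0841 without 3xTg-AD mouse G1R4, 0.144 without WT mouse G1R6 and 0.158 without WT mouse G1R7. Drd2 also passed at 7 months without 3xTg-AD mouse G2R6 (log2 fold change 1.61, adjusted p = 0.000475), at 11 months without WT mouse G4R7 (3.03, 0.00166) and at 14 months without WT mouse G5R5 (3.02, 9.68e-07). The change in the genotype effect over all ages had an unadjusted p of 0.00177 and an adjusted p of 0.443 in edgeR's quasi-likelihood test of the interaction over 30 mice.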

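Drd2 is abundant in striatal projection neurons, and the striatum adjoins the insular cortex. The other 17 of a list of 18 striatal marker genes, written down before the data were examined, moved with it: their median log2 fold change was 2.21 at 2 months, 0.67 at 7 months, -1.53 at 8 months, 1.29 at 11 months and 1.08 at 14 months. At 8 months 16 of the 17 were lower in 3xTg-AD mice and at 2 months 17 of 17 were higher. Of 10000 random lists matched on mean expression, 0 were as extreme at either age. The same count of 0 was found at 7, 11 and 14 months, where 0, 0 and 2 of the 17 were DEGs. Genes of the random lists were drawn independently. The count therefore leaves out correlation between markers and does not test 3 mice against 3. Over the 15 WT mice, Drd2 followed a score of the 17 markers (Pearson r = 0.973, Spearman rho = 0.975), and r was 0.950 without the 2 mice farthest from the median score. Over the 15 3xTg-AD mice r was 0.991 and rho 0.979, and r was 0.988 without the 2 farthest. Each permutation p was 0.0001, the smallest that 10000 permutations can give, so adjustment over the 2 relations leaves them there. With the score as a covariate, the log2 fold change of Drd2 was -0.18 at 2 months, where the scores of the genotypes overlapped. At 8 months the score lay between -1.287 and -1.101 in 3xTg-AD mice and between -0.431 and 0.614 in WT mice, so a fit with the score as a covariate cannot tell genotype and score apart.

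**Figure D7:**
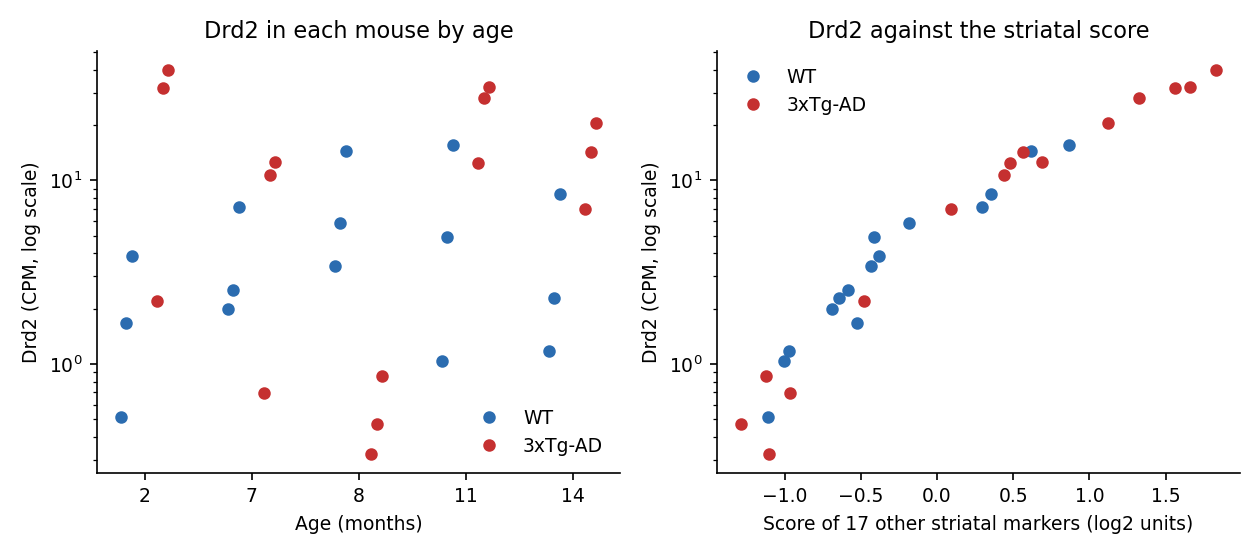
Drd2 in CPM (vertical axes, log scale) in each mouse by age in months (left) and against the mean centred log2 expression of 17 other striatal markers (right); blue points are WT and red points 3xTg-AD mice. At 8 months the 3xTg-AD mice lie between 0.325 and 0.864 CPM and the WT mice between 3.42 and 14.4 CPM, and on the right both genotypes lie along one line.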

While this receptor appears normally expressed at late stages (11th an 14th months), it was found significantly up-regulated during the second month to then become significantly down-regulated by the 8 month of age, suggesting a link between these early gene regulatory disturbances and subsequent dopaminergic dysfunctions observed in AD patients.

In this study, we combined temporal RNA-seq transcriptional profiling of the brain cortex in 3xTg-AD mice with behavioral and biochemical readouts obtained from the exact same animals (i.e., learning performance in the CTA test and Aβ-42 deposition measured in the same animals and tissue samples). As far as we know, a combined approach of this nature in AD models has never been attempted before. By looking at correlations between the time-course of gene expression and either, CTA learning and memory performance on the one hand, or Aβ deposition on the other, we are able to identify transcriptional determinants specifically associated with both amyloid deposition and progressive functional decline. While conventional differential expression profiling can identify scores of genes abnormally regulated in this condition, a large proportion of them are likely to be the result of spurious collateral regulatory alterations not directly linked to underlying mechanisms of disease progression. Indeed, we found that among all differentially expressed genes, only down-regulated DEGs were, collectively, strongly associated with CTA learning in control mice when compared with random background genes, as shown by our randomization analysis. This strong collective association was found severely disrupted in the 3xTg-AD mice. Conversely, these same genes were found to be strongly associated with Aβ deposition only in 3xTg-AD mice, but not controls. On the other hand, the subset of up-regulated DEGs were no more associated to learning performance or Aβ deposition than random background genes in both control and 3xTg-AD mice. The fact that a very specific set of genes undergoes a distinct switch from displaying a strong association with CTA learning in healthy mice to a strong association with gradual Aβ deposition in 3xTg-AD mice strongly points toward these specific genes as key mediators of the cognitive decline triggered by the gradual Aβ imbalances taking place during AD progression.

Using a complementary approach based on gene ontology enrichment analysis, we further tested the potential overrepresentation of biological functions associated with learning and memory mechanisms among either up or down-regulated DEGs. This analysis confirmed a specific and highly significant enrichment of learning and memory-related biological processes exclusively among down, but not up-regulated DEGs.

Taken together, these results identify, by combining behavioral and biochemical data with transcriptional profiling, a subset of differentially expressed genes specifically associated with progressive beta amyloid deposition on the one hand and CTA learning decline on the other.

Few previous studies have looked into overall patterns of differential expression in mouse models of AD. And usually these have been carried out at a single time point (Reddy et al., 2004; Mirnics et al., 2005; Unger et al., 2005; Kim k. H. et al., 2012; Kim T.-K. et al., 2012; Castillo et al., 2017). However, changes in the time course of expression patterns before, during and after the onset of functional decline specifically linking Aβ/NFT imbalances with learning decline remain poorly understood, with only two studies recently reporting data on general temporal changes in expression patterns in two mouse models. One study was carried out in 3xTg-AD mice using comparative microarray profiling of hippocampal expression patterns at 3 and 12 months using an experimental set up aimed at identifying common genetic mechanisms shared by aging and AD-like backgrounds (Gatta et al., 2014). While the cited study identifies a number of up and down-regulated hippocampal genes shared by young 3xTg-AD and normal aging mice, (suggesting the early onset of aging-related mechanisms during AD progression), it remains uncertain which of the observed changes are directly responsible for the link between Aβ/NFT imbalances and functional decline as opposed to collateral transcriptional changes not directly involved in AD progression. A second study recently reported was carried out on the 5XFAD mouse model (a model carrying five mutations associated to the familial form of AD) at four time points, two before and two after the onset of cognitive decline in this model (Landel et al., 2014). While, compared with other models, 5XFAD mice display AD features much earlier but with no clear tau pathology, a consistent signature of differential expression reveals that many of the DEGs specific to the 5XFAD model belong to neuroinflammatory processes typically associated with plaques (Bouter et al., 2014; Landel et al., 2014). It is worth noting that the time course of differential expression in 5XFAD mice shows an increasing rather than decreasing trend in the number of DEGs as time progresses (Landel et al., 2014). This increasing trend in the number of DEGs starkly contrasts with the decreasing trend we found in the cortex of 3xTg-AD mice where the largest number of DEGs was observed at 2 months of age with a gradual reduction at later stages after the onset of functional decline in these mice. This contrast between the two models suggests differences in the time course of gene regulatory alterations triggered by the different transgenic backgrounds. Our finding that only a subset of differentially expressed genes display a direct association with both amyloid deposition and changes in learning performance illustrate that a large proportion of differential expression events are likely to be the result of spurious collateral regulatory alterations not directly linked with the underlying mechanisms of AD pathogenesis. Future studies aligning transcriptional profiling with changes in behavioral and biochemical parameters in 5XFAD mice, will help gain critical insights into the molecular mechanisms specifically associated to disease development in this preclinical model.

While current animal models offer an invaluable opportunity to gain critical insights into such a complex pathology as AD and neurodegeneration in general, caution is necessarily needed when extrapolating to the human context, and further work will be needed to properly bridge the gap between our current understanding of this condition, based on animal models, and the clinical settings.

In summary, our analyses of the time course of transcriptional alterations in the 3xTg-AD mice combined with biochemical and behavioral profiling in the same mice, reveal widespread changes in gene expression, most of which taking place long before the onset of functional decline in this model (as assessed using the CTA learning paradigm), opening the possibility of identifying key biomarkers at very early pre-symptomatic stages of the disease. We additionally found that only down-regulated DEGs show a specific collective association with CTA learning performance in healthy mice and that this association is severely disrupted in 3xTg-AD mice. Conversely, this same subset of DEGs displays a specific, collective, association with gradual increases in Aβ deposition in 3xTg-AD mice but not in healthy mice, suggesting that these genes constitute a central part of the machinery that directly links gradual imbalances in Aβ clearance on the one hand and cognitive decline in AD.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: NCBI GEO: GSE161904.

## Ethics Statement

The animal study was reviewed and approved by the Universidad Nacional Autonoma de Mexico.

## Author Contributions

AC-M, PM-C, FB-R, AOU, and HG conceived and designed the study. AC-M, JM-S, PM-C, and RP-O collected the tissue samples and carried out the behavioral testing. PM-C and RP-O carried out the biochemical analysis of brain samples. MLR-T-S, NC-H, and AC-M annotated transcriptome data and carried out differential gene expression analyses. WY and NC-H conducted the correlation analyses on transcriptional, behavioral, and biochemical data. NC-H, MLR-T-S, AOU, and HG wrote the manuscript. All authors read and approved the final version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

A β: Beta Amyloid protein
APP: Amyloid precursor protein
AD: Alzheimer’s Disease
CTA: Conditioned Taste Aversion test
DAT: Dopamine active transporter
DEG: Differentially expressed genes
GO: Gene ontology
LTP/LTD: Long term potentiation/depression
NFT: Neurofibrillary tangles
MAPT: microtubule-associated protein tau
3xTg-AD: Triple transgenic AD mouse model.

# Supplementary material for: Transcriptional, Behavioral and Biochemical Profiling in the 3xTg-AD Mouse Model Reveals a Specific Signature of Amyloid Deposition and Functional Decline in Alzheimer’s Disease
**Source:** Front Neurosci. 2020 Dec 15;14:602642. doi: 10.3389/fnins.2020.602642
**Supplement:** Supplementary file 2

**Supplementary Table 2**

Gene ontology enrichment analysis for genes differentially expressed in 3xTg-AD mice relative to Controls, detected at each individual time point included in the study.

**Biological Process Enrichment: 2 months (Up-regulated DEGs)**

| <b>GO ID:</b> | <b>Description</b>                                         | <b>FDR (Benjamini-Hochberg)</b> |
|---------------|------------------------------------------------------------|---------------------------------|
| GO:0007610    | behavior                                                   | 8.42E-06                        |
| GO:0001975    | response to amphetamine                                    | 3.32E-05                        |
| GO:0014075    | response to amine                                          | 7.58E-04                        |
| GO:0043279    | response to alkaloid                                       | 8.94E-04                        |
| GO:1904062    | regulation of cation transmembrane transport               | 8.94E-04                        |
| GO:0097366    | response to bronchodilator                                 | 9.70E-04                        |
| GO:0043270    | positive regulation of ion transport                       | 9.70E-04                        |
| GO:0003008    | system process                                             | 9.70E-04                        |
| GO:0007626    | locomotory behavior                                        | 0.001222                        |
| GO:0007631    | feeding behavior                                           | 0.001222                        |
| GO:0010959    | regulation of metal ion transport                          | 0.001222                        |
| GO:0008306    | associative learning                                       | 0.002448                        |
| GO:0034765    | regulation of ion transmembrane transport                  | 0.002532                        |
| GO:0072347    | response to anesthetic                                     | 0.002687                        |
| GO:0007612    | learning                                                   | 0.002687                        |
| GO:0007611    | learning or memory                                         | 0.002687                        |
| GO:0035815    | positive regulation of renal sodium excretion              | 0.003102                        |
| GO:0034767    | positive regulation of ion transmembrane transport         | 0.00342                         |
| GO:0043269    | regulation of ion transport                                | 0.003495                        |
| GO:2001025    | positive regulation of response to drug                    | 0.003747                        |
| GO:0035094    | response to nicotine                                       | 0.004033                        |
| GO:0050801    | ion homeostasis                                            | 0.004091                        |
| GO:0042220    | response to cocaine                                        | 0.004091                        |
| GO:0051050    | positive regulation of transport                           | 0.004091                        |
| GO:1904064    | positive regulation of cation transmembrane transport      | 0.00414                         |
| GO:0098801    | regulation of renal system process                         | 0.004158                        |
| GO:0098655    | cation transmembrane transport                             | 0.005991                        |
| GO:0009636    | response to toxic substance                                | 0.005991                        |
| GO:0050890    | cognition                                                  | 0.005991                        |
| GO:0030001    | metal ion transport                                        | 0.005991                        |
| GO:0098662    | inorganic cation transmembrane transport                   | 0.007187                        |
| GO:0010243    | response to organonitrogen compound                        | 0.00795                         |
| GO:0034762    | regulation of transmembrane transport                      | 0.00795                         |
| GO:0098771    | inorganic ion homeostasis                                  | 0.00795                         |
| GO:0007204    | positive regulation of cytosolic calcium ion concentration | 0.008076                        |
| GO:0007218    | neuropeptide signaling pathway                             | 0.008076                        |
| GO:0055085    | transmembrane transport                                    | 0.008076                        |
| GO:0009410    | response to xenobiotic stimulus                            | 0.008076                        |
| GO:0098660    | inorganic ion transmembrane transport                      | 0.008676                        |
| GO:0021756    | striatum development                                       | 0.009231                        |

|            |                                                                                             |          |
|------------|---------------------------------------------------------------------------------------------|----------|
| GO:0006812 | cation transport                                                                            | 0.010676 |
| GO:0055080 | cation homeostasis                                                                          | 0.010784 |
| GO:0055065 | metal ion homeostasis                                                                       | 0.01163  |
| GO:0008015 | blood circulation                                                                           | 0.01163  |
| GO:0003014 | renal system process                                                                        | 0.012164 |
| GO:0033555 | multicellular organismal response to stress                                                 | 0.012256 |
| GO:0042493 | response to drug                                                                            | 0.012256 |
| GO:0050877 | nervous system process                                                                      | 0.012431 |
| GO:0051966 | regulation of synaptic transmission, glutamatergic                                          | 0.012796 |
| GO:0003013 | circulatory system process                                                                  | 0.013349 |
| GO:0007193 | adenylate cyclase-inhibiting G protein-coupled receptor signaling pathway                   | 0.013663 |
| GO:0051480 | regulation of cytosolic calcium ion concentration                                           | 0.013736 |
| GO:0048878 | chemical homeostasis                                                                        | 0.014625 |
| GO:0051049 | regulation of transport                                                                     | 0.018787 |
| GO:0019233 | sensory perception of pain                                                                  | 0.020031 |
| GO:0034220 | ion transmembrane transport                                                                 | 0.020031 |
| GO:0035813 | regulation of renal sodium excretion                                                        | 0.020416 |
| GO:0034764 | positive regulation of transmembrane transport                                              | 0.022939 |
| GO:0009314 | response to radiation                                                                       | 0.022939 |
| GO:0035812 | renal sodium excretion                                                                      | 0.022939 |
| GO:0021544 | subpallium development                                                                      | 0.022939 |
| GO:0007613 | memory                                                                                      | 0.022939 |
| GO:0007188 | adenylate cyclase-modulating G protein-coupled receptor signaling pathway                   | 0.022939 |
| GO:0009628 | response to abiotic stimulus                                                                | 0.023344 |
| GO:1901698 | response to nitrogen compound                                                               | 0.023904 |
| GO:0071804 | cellular potassium ion transport                                                            | 0.023904 |
| GO:0071805 | potassium ion transmembrane transport                                                       | 0.023904 |
| GO:0008542 | visual learning                                                                             | 0.024876 |
| GO:1901381 | positive regulation of potassium ion transmembrane transport                                | 0.025185 |
| GO:0006875 | cellular metal ion homeostasis                                                              | 0.028207 |
| GO:0006873 | cellular ion homeostasis                                                                    | 0.028207 |
| GO:0060359 | response to ammonium ion                                                                    | 0.028207 |
| GO:0006813 | potassium ion transport                                                                     | 0.028234 |
| GO:0007632 | visual behavior                                                                             | 0.028234 |
| GO:0042127 | regulation of cell proliferation                                                            | 0.02978  |
| GO:0043266 | regulation of potassium ion transport                                                       | 0.02978  |
| GO:0007155 | cell adhesion                                                                               | 0.02978  |
| GO:1901379 | regulation of potassium ion transmembrane transport                                         | 0.030286 |
| GO:0032412 | regulation of ion transmembrane transporter activity                                        | 0.031411 |
| GO:0007186 | G protein-coupled receptor signaling pathway                                                | 0.03182  |
| GO:0022610 | biological adhesion                                                                         | 0.03432  |
| GO:0044062 | regulation of excretion                                                                     | 0.035015 |
| GO:0007187 | G protein-coupled receptor signaling pathway, coupled to cyclic nucleotide second messenger | 0.036021 |
| GO:0050795 | regulation of behavior                                                                      | 0.036021 |
| GO:0006811 | ion transport                                                                               | 0.037154 |
| GO:0030003 | cellular cation homeostasis                                                                 | 0.039364 |

|            |                                                                         |          |
|------------|-------------------------------------------------------------------------|----------|
| GO:2001023 | regulation of response to drug                                          | 0.039889 |
| GO:0022898 | regulation of transmembrane transporter activity                        | 0.039889 |
| GO:0051954 | positive regulation of amine transport                                  | 0.041225 |
|            | phospholipase C-activating G protein-coupled receptor signaling pathway |          |
| GO:0007200 |                                                                         | 0.041747 |
| GO:0015672 | monovalent inorganic cation transport                                   | 0.041747 |
| GO:0002430 | complement receptor mediated signaling pathway                          | 0.041747 |
| GO:0001963 | synaptic transmission, dopaminergic                                     | 0.041747 |
| GO:0043278 | response to morphine                                                    | 0.041747 |
| GO:0055078 | sodium ion homeostasis                                                  | 0.042815 |
| GO:0042755 | eating behavior                                                         | 0.042815 |
| GO:0045471 | response to ethanol                                                     | 0.044009 |
| GO:0030534 | adult behavior                                                          | 0.045379 |
| GO:0014072 | response to isoquinoline alkaloid                                       | 0.045379 |
| GO:0008217 | regulation of blood pressure                                            | 0.045379 |
| GO:0006874 | cellular calcium ion homeostasis                                        | 0.045379 |
| GO:0048148 | behavioral response to cocaine                                          | 0.045379 |
| GO:0032409 | regulation of transporter activity                                      | 0.048723 |
| GO:0019932 | second-messenger-mediated signaling                                     | 0.048723 |
| GO:0043268 | positive regulation of potassium ion transport                          | 0.048723 |
| GO:0048265 | response to pain                                                        | 0.049478 |
| GO:0009607 | response to biotic stimulus                                             | 0.04953  |

#### Biological Process Enrichment: 2 months (Down-regulated DEGs)

No significant results are found under threshold  $\text{fdr}$  0.05.

#### Biological Process Enrichment: 7 months (Up-regulated DEGs)

| GO ID:     | Description                                                | FDR (Benjamini-Hochberg) |
|------------|------------------------------------------------------------|--------------------------|
| GO:0050801 | ion homeostasis                                            | 0.01891754               |
| GO:0051480 | regulation of cytosolic calcium ion concentration          | 0.039347211              |
| GO:0048878 | chemical homeostasis                                       | 0.039347211              |
| GO:0006875 | cellular metal ion homeostasis                             | 0.039347211              |
| GO:0098771 | inorganic ion homeostasis                                  | 0.039347211              |
| GO:0006873 | cellular ion homeostasis                                   | 0.039347211              |
| GO:0007204 | positive regulation of cytosolic calcium ion concentration | 0.039347211              |
| GO:0072503 | cellular divalent inorganic cation homeostasis             | 0.039347211              |
| GO:0006874 | cellular calcium ion homeostasis                           | 0.040077615              |
| GO:0055065 | metal ion homeostasis                                      | 0.040077615              |
| GO:0055080 | cation homeostasis                                         | 0.040077615              |
| GO:0030003 | cellular cation homeostasis                                | 0.040077615              |
| GO:0055074 | calcium ion homeostasis                                    | 0.047578647              |

#### Biological Process Enrichment: 7 months (Down-regulated DEGs)

| GO ID:     | Description                 | FDR (Benjamini-Hochberg) |
|------------|-----------------------------|--------------------------|
| GO:0034220 | ion transmembrane transport | 0.002177017              |

|            |                                                                                    |             |
|------------|------------------------------------------------------------------------------------|-------------|
| GO:0002476 | antigen processing and presentation of endogenous peptide antigen via MHC class Ib | 0.002177017 |
| GO:0002428 | antigen processing and presentation of peptide antigen via MHC class Ib            | 0.002177017 |
| GO:0002475 | antigen processing and presentation via MHC class Ib                               | 0.004619368 |
| GO:0002483 | antigen processing and presentation of endogenous peptide antigen                  | 0.004619368 |
| GO:0019883 | antigen processing and presentation of endogenous antigen                          | 0.008558855 |
| GO:0098655 | cation transmembrane transport                                                     | 0.012796569 |
| GO:0007612 | learning                                                                           | 0.012796569 |
| GO:0001916 | positive regulation of T cell mediated cytotoxicity                                | 0.02057468  |
| GO:0008306 | associative learning                                                               | 0.02057468  |
| GO:0048002 | antigen processing and presentation of peptide antigen                             | 0.021769262 |
| GO:0055085 | transmembrane transport                                                            | 0.037199197 |
| GO:0001914 | regulation of T cell mediated cytotoxicity                                         | 0.037199197 |
| GO:0006811 | ion transport                                                                      | 0.042548891 |
| GO:0042391 | regulation of membrane potential                                                   | 0.043226595 |

### Biological Process Enrichment: 8 months (Up-regulated DEGs)

| GO ID:     | Description                                     | FDR (Benjamini-Hochberg) |
|------------|-------------------------------------------------|--------------------------|
| GO:0052696 | flavonoid glucuronidation                       | 8.04E-06                 |
| GO:0052697 | xenobiotic glucuronidation                      | 8.04E-06                 |
| GO:0052695 | cellular glucuronidation                        | 8.26E-05                 |
| GO:0009812 | flavonoid metabolic process                     | 8.26E-05                 |
| GO:0006063 | uronic acid metabolic process                   | 8.26E-05                 |
| GO:0019585 | glucuronate metabolic process                   | 8.26E-05                 |
| GO:0034754 | cellular hormone metabolic process              | 0.001763798              |
| GO:0032787 | monocarboxylic acid metabolic process           | 0.001763798              |
| GO:0042981 | regulation of apoptotic process                 | 0.001763798              |
| GO:0002138 | retinoic acid biosynthetic process              | 0.001906694              |
| GO:0016102 | diterpenoid biosynthetic process                | 0.001906694              |
| GO:0043067 | regulation of programmed cell death             | 0.001935441              |
| GO:0010942 | positive regulation of cell death               | 0.002755137              |
| GO:0043068 | positive regulation of programmed cell death    | 0.00350972               |
| GO:0010941 | regulation of cell death                        | 0.005631776              |
| GO:0072330 | monocarboxylic acid biosynthetic process        | 0.006137107              |
| GO:0008610 | lipid biosynthetic process                      | 0.006137107              |
| GO:0043065 | positive regulation of apoptotic process        | 0.006137107              |
| GO:0006915 | apoptotic process                               | 0.006137107              |
| GO:0016114 | terpenoid biosynthetic process                  | 0.007536692              |
| GO:0042180 | cellular ketone metabolic process               | 0.007956559              |
| GO:0008219 | cell death                                      | 0.008439975              |
| GO:0010565 | regulation of cellular ketone metabolic process | 0.008986184              |
| GO:0012501 | programmed cell death                           | 0.008986184              |
| GO:0006952 | defense response                                | 0.01173312               |
| GO:0006955 | immune response                                 | 0.013022822              |
| GO:0043436 | oxoacid metabolic process                       | 0.013022822              |
| GO:0002682 | regulation of immune system process             | 0.014356154              |
| GO:0042573 | retinoic acid metabolic process                 | 0.015989502              |

|            |                                                         |             |
|------------|---------------------------------------------------------|-------------|
| GO:0009607 | response to biotic stimulus                             | 0.016091807 |
| GO:0051707 | response to other organism                              | 0.016091807 |
| GO:0007611 | learning or memory                                      | 0.016198472 |
| GO:0043207 | response to external biotic stimulus                    | 0.016198472 |
| GO:0009628 | response to abiotic stimulus                            | 0.018270087 |
| GO:0006082 | organic acid metabolic process                          | 0.018270087 |
| GO:0019752 | carboxylic acid metabolic process                       | 0.018270087 |
| GO:0042445 | hormone metabolic process                               | 0.018270087 |
| GO:0006633 | fatty acid biosynthetic process                         | 0.018270087 |
| GO:0097529 | myeloid leukocyte migration                             | 0.018270087 |
| GO:0006629 | lipid metabolic process                                 | 0.020673448 |
| GO:1901700 | response to oxygen-containing compound                  | 0.022922274 |
| GO:0050801 | ion homeostasis                                         | 0.025888483 |
| GO:0046890 | regulation of lipid biosynthetic process                | 0.025888483 |
| GO:0060326 | cell chemotaxis                                         | 0.027997706 |
| GO:0002684 | positive regulation of immune system process            | 0.028390743 |
| GO:0007613 | memory                                                  | 0.029447632 |
| GO:0016477 | cell migration                                          | 0.032434065 |
| GO:0014002 | astrocyte development                                   | 0.033125377 |
| GO:0030595 | leukocyte chemotaxis                                    | 0.033125377 |
| GO:0051240 | positive regulation of multicellular organismal process | 0.033125377 |
| GO:0050890 | cognition                                               | 0.033125377 |
| GO:0050900 | leukocyte migration                                     | 0.033125377 |
| GO:0042127 | regulation of cell proliferation                        | 0.036760268 |
| GO:0009416 | response to light stimulus                              | 0.03739405  |
| GO:0046394 | carboxylic acid biosynthetic process                    | 0.038078786 |
| GO:0016053 | organic acid biosynthetic process                       | 0.040141953 |
| GO:0033687 | osteoblast proliferation                                | 0.041348728 |
| GO:0042904 | 9-cis-retinoic acid biosynthetic process                | 0.041348728 |
| GO:0042905 | 9-cis-retinoic acid metabolic process                   | 0.041348728 |
| GO:0042592 | homeostatic process                                     | 0.042640654 |
| GO:0008299 | isoprenoid biosynthetic process                         | 0.045836195 |

#### Biological Process Enrichment: 8 months (Down-regulated DEGs)

| GO ID:     | Description                        | FDR (Benjamini-Hochberg) |
|------------|------------------------------------|--------------------------|
| GO:0007610 | behavior                           | 9.85E-06                 |
| GO:0007612 | learning                           | 3.62E-04                 |
| GO:0007611 | learning or memory                 | 6.09E-04                 |
| GO:0008306 | associative learning               | 6.09E-04                 |
| GO:0050877 | nervous system process             | 6.09E-04                 |
| GO:0007626 | locomotory behavior                | 6.56E-04                 |
| GO:0003008 | system process                     | 6.56E-04                 |
| GO:0050890 | cognition                          | 0.00159                  |
| GO:0015850 | organic hydroxy compound transport | 0.00159                  |
| GO:0015872 | dopamine transport                 | 0.001956                 |
| GO:0051937 | catecholamine transport            | 0.002505                 |
| GO:0019933 | cAMP-mediated signaling            | 0.003005                 |
| GO:0009719 | response to endogenous stimulus    | 0.003716                 |
| GO:0007623 | circadian rhythm                   | 0.003716                 |

|            |                                                                                             |          |
|------------|---------------------------------------------------------------------------------------------|----------|
| GO:0007631 | feeding behavior                                                                            | 0.004388 |
| GO:0007186 | G protein-coupled receptor signaling pathway                                                | 0.005412 |
| GO:0030534 | adult behavior                                                                              | 0.005412 |
| GO:0007268 | chemical synaptic transmission                                                              | 0.005412 |
| GO:0098916 | anterograde trans-synaptic signaling                                                        | 0.005412 |
| GO:0045761 | regulation of adenylate cyclase activity                                                    | 0.006029 |
| GO:0099537 | trans-synaptic signaling                                                                    | 0.006222 |
| GO:0015844 | monoamine transport                                                                         | 0.006359 |
| GO:0001975 | response to amphetamine                                                                     | 0.006402 |
| GO:0007218 | neuropeptide signaling pathway                                                              | 0.006402 |
| GO:0007267 | cell-cell signaling                                                                         | 0.006402 |
| GO:0099536 | synaptic signaling                                                                          | 0.006402 |
| GO:0031279 | regulation of cyclase activity                                                              | 0.006402 |
| GO:0007188 | adenylate cyclase-modulating G protein-coupled receptor signaling pathway                   | 0.007583 |
| GO:0090494 | dopamine uptake                                                                             | 0.007735 |
| GO:0007189 | adenylate cyclase-activating G protein-coupled receptor signaling pathway                   | 0.007735 |
| GO:0048511 | rhythmic process                                                                            | 0.007735 |
| GO:0019935 | cyclic-nucleotide-mediated signaling                                                        | 0.00865  |
| GO:0090493 | catecholamine uptake                                                                        | 0.010046 |
| GO:0042752 | regulation of circadian rhythm                                                              | 0.011023 |
| GO:0009725 | response to hormone                                                                         | 0.012448 |
| GO:0035249 | synaptic transmission, glutamatergic                                                        | 0.014493 |
| GO:0006811 | ion transport                                                                               | 0.014493 |
| GO:0007187 | G protein-coupled receptor signaling pathway, coupled to cyclic nucleotide second messenger | 0.014531 |
| GO:0006812 | cation transport                                                                            | 0.015931 |
| GO:0015893 | drug transport                                                                              | 0.021747 |
| GO:0007600 | sensory perception                                                                          | 0.021747 |
| GO:0030001 | metal ion transport                                                                         | 0.02347  |
| GO:0050953 | sensory perception of light stimulus                                                        | 0.023536 |
| GO:0097305 | response to alcohol                                                                         | 0.023536 |
| GO:1901381 | positive regulation of potassium ion transmembrane transport                                | 0.026454 |
| GO:0006836 | neurotransmitter transport                                                                  | 0.026454 |
| GO:0010737 | protein kinase A signaling                                                                  | 0.0272   |
| GO:0015696 | ammonium transport                                                                          | 0.027222 |
| GO:0071495 | cellular response to endogenous stimulus                                                    | 0.027222 |
| GO:0050905 | neuromuscular process                                                                       | 0.028812 |
| GO:0051339 | regulation of lyase activity                                                                | 0.031912 |
| GO:0001963 | synaptic transmission, dopaminergic                                                         | 0.03439  |
| GO:0001964 | startle response                                                                            | 0.03439  |
| GO:0014075 | response to amine                                                                           | 0.03439  |
| GO:0023061 | signal release                                                                              | 0.03439  |
| GO:0034220 | ion transmembrane transport                                                                 | 0.03439  |
| GO:0042493 | response to drug                                                                            | 0.036955 |
| GO:0021879 | forebrain neuron differentiation                                                            | 0.039264 |
| GO:0010738 | regulation of protein kinase A signaling                                                    | 0.042017 |
| GO:0009582 | detection of abiotic stimulus                                                               | 0.045247 |

|            |                                                   |          |
|------------|---------------------------------------------------|----------|
| GO:0042391 | regulation of membrane potential                  | 0.045247 |
| GO:0009581 | detection of external stimulus                    | 0.046625 |
| GO:0007601 | visual perception                                 | 0.046625 |
| GO:0007194 | negative regulation of adenylate cyclase activity | 0.046625 |
| GO:0014821 | phasic smooth muscle contraction                  | 0.047134 |
| GO:0032228 | regulation of synaptic transmission, GABAergic    | 0.047134 |

### Biological Process Enrichment: 11 months (Up-regulated DEGs)

No significant results are found under threshold  $\text{fdr}$  0.05.

### Biological Process Enrichment: 11 months (Down-regulated DEGs)

| GO ID:     | Description                                                               | FDR (Benjamini-Hochberg) |
|------------|---------------------------------------------------------------------------|--------------------------|
| GO:0007610 | behavior                                                                  | 9.85E-06                 |
| GO:0007612 | learning                                                                  | 3.62E-04                 |
| GO:0007611 | learning or memory                                                        | 6.09E-04                 |
| GO:0008306 | associative learning                                                      | 6.09E-04                 |
| GO:0050877 | nervous system process                                                    | 6.09E-04                 |
| GO:0007626 | locomotory behavior                                                       | 6.56E-04                 |
| GO:0003008 | system process                                                            | 6.56E-04                 |
| GO:0050890 | cognition                                                                 | 0.001590122              |
| GO:0015850 | organic hydroxy compound transport                                        | 0.001590122              |
| GO:0015872 | dopamine transport                                                        | 0.001956433              |
| GO:0051937 | catecholamine transport                                                   | 0.002504656              |
| GO:0019933 | cAMP-mediated signaling                                                   | 0.003004568              |
| GO:0009719 | response to endogenous stimulus                                           | 0.003715997              |
| GO:0007623 | circadian rhythm                                                          | 0.003715997              |
| GO:0007631 | feeding behavior                                                          | 0.004388417              |
| GO:0007186 | G protein-coupled receptor signaling pathway                              | 0.005412379              |
| GO:0030534 | adult behavior                                                            | 0.005412379              |
| GO:0007268 | chemical synaptic transmission                                            | 0.005412379              |
| GO:0098916 | anterograde trans-synaptic signaling                                      | 0.005412379              |
| GO:0045761 | regulation of adenylate cyclase activity                                  | 0.006028513              |
| GO:0099537 | trans-synaptic signaling                                                  | 0.006221615              |
| GO:0015844 | monoamine transport                                                       | 0.006358796              |
| GO:0001975 | response to amphetamine                                                   | 0.006401764              |
| GO:0007218 | neuropeptide signaling pathway                                            | 0.006401764              |
| GO:0007267 | cell-cell signaling                                                       | 0.006401764              |
| GO:0099536 | synaptic signaling                                                        | 0.006401764              |
| GO:0031279 | regulation of cyclase activity                                            | 0.006401764              |
| GO:0007188 | adenylate cyclase-modulating G protein-coupled receptor signaling pathway | 0.007583384              |
| GO:0090494 | dopamine uptake                                                           | 0.007735068              |
| GO:0007189 | adenylate cyclase-activating G protein-coupled receptor signaling pathway | 0.007735068              |
| GO:0048511 | rhythmic process                                                          | 0.007735068              |
| GO:0019935 | cyclic-nucleotide-mediated signaling                                      | 0.00865032               |
| GO:0090493 | catecholamine uptake                                                      | 0.010045849              |
| GO:0042752 | regulation of circadian rhythm                                            | 0.011023046              |

|            |                                                                                             |             |
|------------|---------------------------------------------------------------------------------------------|-------------|
| GO:0009725 | response to hormone                                                                         | 0.012448166 |
| GO:0035249 | synaptic transmission, glutamatergic                                                        | 0.014493097 |
| GO:0006811 | ion transport                                                                               | 0.014493097 |
| GO:0007187 | G protein-coupled receptor signaling pathway, coupled to cyclic nucleotide second messenger | 0.014531219 |
| GO:0006812 | cation transport                                                                            | 0.015931328 |
| GO:0015893 | drug transport                                                                              | 0.021747097 |
| GO:0007600 | sensory perception                                                                          | 0.021747097 |
| GO:0030001 | metal ion transport                                                                         | 0.023469534 |
| GO:0050953 | sensory perception of light stimulus                                                        | 0.023536146 |
| GO:0097305 | response to alcohol                                                                         | 0.023536146 |
| GO:1901381 | positive regulation of potassium ion transmembrane transport                                | 0.026453659 |
| GO:0006836 | neurotransmitter transport                                                                  | 0.026453659 |
| GO:0010737 | protein kinase A signaling                                                                  | 0.027199887 |
| GO:0015696 | ammonium transport                                                                          | 0.027222291 |
| GO:0071495 | cellular response to endogenous stimulus                                                    | 0.027222291 |
| GO:0050905 | neuromuscular process                                                                       | 0.028811548 |
| GO:0051339 | regulation of lyase activity                                                                | 0.031912037 |
| GO:0001963 | synaptic transmission, dopaminergic                                                         | 0.034389501 |
| GO:0001964 | startle response                                                                            | 0.034389501 |
| GO:0014075 | response to amine                                                                           | 0.034389501 |
| GO:0023061 | signal release                                                                              | 0.034389501 |
| GO:0034220 | ion transmembrane transport                                                                 | 0.034389501 |
| GO:0042493 | response to drug                                                                            | 0.036954803 |
| GO:0021879 | forebrain neuron differentiation                                                            | 0.039263775 |
| GO:0010738 | regulation of protein kinase A signaling                                                    | 0.042016684 |
| GO:0009582 | detection of abiotic stimulus                                                               | 0.045246768 |
| GO:0042391 | regulation of membrane potential                                                            | 0.045246768 |
| GO:0009581 | detection of external stimulus                                                              | 0.046624612 |
| GO:0007601 | visual perception                                                                           | 0.046624612 |
| GO:0007194 | negative regulation of adenylate cyclase activity                                           | 0.046624612 |
| GO:0014821 | phasic smooth muscle contraction                                                            | 0.047133881 |
| GO:0032228 | regulation of synaptic transmission, GABAergic                                              | 0.047133881 |

### Biological Process Enrichment: 14 months (Up-regulated DEGs)

No significant results are found under threshold  $\text{fdr}$  0.05.

### Biological Process Enrichment: 14 months (Down-regulated DEGs)

| GO ID:     | Description                  | FDR (Benjamini-Hochberg) |
|------------|------------------------------|--------------------------|
| GO:0051321 | meiotic cell cycle           | 3.21E-02                 |
| GO:0007127 | meiosis I                    | 3.21E-02                 |
| GO:0061982 | meiosis I cell cycle process | 3.21E-02                 |
| GO:0140013 | meiotic nuclear division     | 3.21E-02                 |
| GO:1903046 | meiotic cell cycle process   | 4.88E-02                 |

How the deposited data were processed for this re-analysis (not part of the article)

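Insular cortex of 30 male mice was profiled by RNA-seq, with 3 WT and 3 3xTg-AD mice at each of 2, 7, 8, 11 and 14 months. The authors trimmed reads with Trimmomatic and aligned them with TopHat2, and the values they deposited are raw counts of reads per Ensembl gene, 43629 genes in all, with no normalization and no filter. Aβ40, Aβ42 and the preference index of CTA (a fraction) were taken from the labels of the samples, where the authors give 1 value per mouse. Between 19028829 and 41551040 reads per mouse were counted on genes, with a median of 30422361.5. No paired or blocked design applied, since each mouse number marks a different mouse.

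Gene symbols, types and positions came from GENCODE vM21 on GRCm38. The 18744 protein-coding genes with at least 5 reads over the 30 mice and some variance were tested. At each age, 3xTg-AD and WT mice were compared with the exact test of edgeR (version 4.0.16) after TMM normalization, and a gene with a Benjamini-Hochberg adjusted p below 0.05 was called. Effects over all ages, the genotype by age interaction and the contrast of 2 and 7 months against 8, 11 and 14 months were tested with edgeR's quasi-likelihood test over the 30 mice. Overlaps of gene lists were compared with 1-sided Fisher's exact tests. Multidimensional scaling used limma (version 3.58.1), with the 500 genes that differ most in each pair of mice and a prior count of 2. PERMANOVA used vegan (version 2.7.1) with 9999 permutations. Aβ and CTA values were compared with 2-sided permutation tests, with 100000 resamples or all assignments. The randomization tests used 1000 random gene sets and 1000 permutations of the phenotype for each of 12 combinations of phenotype, gene set and genotype. Alternatives also used DESeq2 (version 1.42.0). R was version 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The tests across genes were first tested on simulated data with 200 changed genes.

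The tests of the results that the paper reports, of the genotype effect over all ages and of the interaction, their alternatives and the rule for the genes named in the text were chosen before the data were examined. The rule takes Drd2, which the paper discusses; App, Mapt and Thy1, related to the transgenes; Ddx3y, Uty, Kdm5d, Eif2s3y and Xist as a check of sex; and, among genes called at all 5 ages in 1 direction, the 4 up- and the 4 down-regulated with the smallest worst adjusted p. A further gene under this rule is not reported here. Lists of marker genes were written at the same time for striatal projection neurons, claustrum, choroid plexus, oligodendrocytes, microglia, plaque-associated microglia, astrocytes, blood, immediate early genes, cortical excitatory neurons and thalamus. Other tests were added after the data had been seen, among them those of Aβ40, of changes of Aβ with age and of relations between age, Aβ and CTA, of assay runs, of genes at the start of chromosome 8, of genes outside the protein-coding set, of smaller genotype effects and of the leading component, as were the list for amygdala and hypothalamus and the alternatives for Aβ40. Stxbp2 was named after its values were seen. The alternatives covered the test, the normalization, the filter, the gene types, the estimate of dispersion, thinning to 19028829 reads per mouse, a striatal marker score as a covariate, the scale and statistic of the phenotype tests, the background and scale of the randomization tests, each age left out and each mouse left out. The depth of the libraries covers counting error only and says nothing of the spread between mice. The enrichment of functional terms and the comparison with other brain regions were not analysed here.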

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

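The tests of assay runs and of chromosome blocks at the start of chromosome 8 were chosen only after the results had been seen. So were those of Aβ40, of changes of Aβ with age and of relations between age, Aβ and CTA. The tests of genes outside the protein-coding set were likewise added after the data had been seen.

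The genotype difference in Aβ42 changed with age. It was 33.2 pg/ml at 2 and 7 months and 52.0 pg/ml at 8, 11 and 14 months, a change of -18.8 pg/ml (-18.8446; permutation of ages within genotype, p = 0.00788). Aβ40 changed in the same way, from 208 to 338, by -130.516 (permutation p = 0.00883). Assay runs that differ between ages would move both genotypes. In WT mice the ratio of the later to the earlier mean was 0.990 for Aβ42 and 0.933 for Aβ40 (exact test, p = 0.882 and 0.545), and in 3xTg-AD mice it was 1.33 and 1.34 (exact test, p = 0.00766 and 0.0106), which argues against runs that scale all mice. A run that affected 3xTg-AD mice alone stays open, as does a rise with age, which the design names and which is untested beyond these mice. Over the 14 3xTg-AD mice with a value, Aβ42 rose with age (Pearson r = 0.623, permutation p = 0.0195, 0.0489 after adjustment over 10 relations). Spearman's rho was 0.681 (permutation p = 0.0094, 0.0313 after adjustment), and r was 0.551 without the 2 farthest mice. The index of CTA in 3xTg-AD mice did not pass with age (r = 0.00128, permutation p = 0.9965) or with Aβ42 (r = -0.207, permutation p = 0.47). In WT mice it did not pass either, with age (r = -0.4285, permutation p = 0.1101) or with Aβ42 (r = 0.3805, permutation p = 0.181).

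Aβ40 is in the labels of the samples and was not analysed in the results of the paper. It was 427 ± 103 (SD, n = 15) in 3xTg-AD and 141 ± 28.5 (SD, n = 14) in WT mice, a difference of 285.829 (permutation test, p = 1e-05, the smallest the resamples can give), and 15 of 15 3xTg-AD mice were above the highest WT mouse. It followed Aβ42 over the WT mice (Pearson r = 0.720, p = 0.00347; Spearman rho = 0.590, p = 0.0294; r = 0.731 without the 2 farthest mice) and over the 3xTg-AD mice (r = 0.855, p = 0.00017; rho = 0.824, p = 0.00054; r = 0.772 without the 2 farthest), with adjusted p over the 10 relations of 0.0135 for r and 0.0736 for rho in WT mice and 0.0017 and 0.0054 in 3xTg-AD mice. The assay captured both forms from the same sample, so a shared error of the sample is not separated from a shared level in the tissue, and no test of this was made.

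Stxbp2 (chromosome 8, 3630955 to 3643644) was the 1 gene past the threshold in the genotype by age interaction (adjusted p = 3.44e-05). In 3xTg-AD mice it had between 43.8 and 74.3 CPM at 2, 7, 8 and 14 months and between 14.4 and 21.9 CPM at 11 months, where WT mice of all ages had between 15.3 and 25.8 CPM. Of the 20 genes with the smallest interaction p, 5 lie among the 40 tested genes of the first 5 Mb of this chromosome. Mislabelled mice at 11 months are argued against: of 169 genes called in 1 direction at the other 4 ages, 164 (97.0%) had the same direction and an unadjusted p below 0.05 at 11 months. A block that segregates among the mice of each group is argued against as well, since the mean absolute correlation between genes of the interval over deviations from the group means was 0.363 and 3251 of 9662 random runs of genes were as high. A chromosome block that differs between the age groups of 3xTg-AD mice remains a candidate explanation: of the other 35 tested genes of the interval, 10 had an unadjusted interaction p below 0.05, and 82 of 9671 runs of as many neighbouring genes had as many. A regulatory change with age stays open and untested.

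Outside the protein-coding genes, 82 genes were called at all 5 ages, each in 1 direction. The paper does not report on them. Reads of overlapping protein-coding genes are argued against as the source for most: of the 78 with coordinates, 7 (9.0%) overlap a protein-coding gene called at all 5 ages. Chromosome blocks inherited from another strain are consistent with their positions: 25 lie within 1 Mb of such a gene, against a median of 8 and a maximum of 19 in 10000 random draws. Of the same 78, 28 are processed pseudogenes, whose counts could include reads of their parent genes, and this was not tested. The types of the rest of the 82 were not tabulated.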

How the results depend on the processing

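No test of this part was chosen after its result was seen, apart from the alternatives for Aβ40. No paired analysis was possible because the numbers in the labels identify single mice and none is shared between genotypes at one age.

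Under all alternatives, Aβ42 and Aβ40 differed between genotypes in the same direction and past 0.05, as did the separation of genotypes in expression, and the number of genes with a genotype effect over all ages stayed within 1.5 times. With 1 mouse left out, the difference stayed between 42.4 and 45.6 pg/ml for Aβ42, between 265 and 294 for Aβ40 and between 0.136 and 0.188 for the index of CTA. The CTA difference was not past 0.05 as a difference in medians (0.187, permutation p = 0.086), without the mice of 14 months (0.119, p = 0.128) or without those of 7 months (0.169, p = 0.052). The separation by age passed with all genes in the distance (16.1%), with a prior count of 0.5 (14.3%), without the mice of 8 months (13.3%) and without those of 14 months (14.0%). The cause was not tested for these.

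With the quasi-likelihood test, DEGs numbered 630 at 2 months, 147 at 8 months, 161 at 11 months and 126 at 14 months, the pool held 1138 genes, and Drd2 at 2 months was not past the threshold (3.66, adjusted p = 0.107). With the dispersion from all 30 mice, DEGs numbered 691 at 2 months, 442 at 7 months and 509 at 14 months, and the pool held 1235. With the striatal score as a covariate, DEGs numbered 0 at 8 months (854 at an unadjusted p below 0.05), 25 at 11 months and 200 at 14 months, 6 of 10 overlaps between ages passed, 2 genes passed in the interaction, and Drd2 had log2 fold changes of -0.18 at 2 months, -0.25 at 7 months and -1.40 at 8 months. At 8 months the scores of the genotypes did not overlap, so that fit cannot separate genotype from score there. DESeq2 gave 96 genes in the interaction and 6 in the contrast of earlier and later ages. Genes called at all 5 ages numbered 68 with the quasi-likelihood test, 228 with all genes and 0 with the striatal score. The cause was not tested, except that a dispersion shared by all ages equalizes the spread by construction.

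Each fit that left out 1 mouse gave a count of DEGs from 513 to 1665 at 2 months, 702 to 1201 at 7 months, 253 to 1547 at 8 months, 228 to 833 at 11 months and 193 to 810 at 14 months. The lowest of these left out WT mouse G1R6, 3xTg-AD mouse G2R7, 3xTg-AD mouse G3R3, WT mouse G4R5 and WT mouse G5R6, and the highest 3xTg-AD mouse G1R2, 3xTg-AD mouse G2R6, WT mouse G3R7, WT mouse G4R7 and WT mouse G5R4. The log2 fold change of Drd2 ran from 3.10 to 4.51 at 2 months, 0.56 to 1.82 at 7 months, 1.25 to 3.03 at 11 months and 1.38 to 3.02 at 14 months. The interaction gave 1 to 27 genes, the most without 3xTg-AD mouse G3R1, and the contrast of earlier and later ages 0 to 1.

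In the randomization tests, z scores centred within age were 0.463 for all, -1.59 for up- and 2.04 for down-regulated DEGs with CTA in WT mice, -0.418 for all and 0.725 for down-regulated DEGs with CTA in 3xTg-AD mice, -4.22, -1.29 and -4.33 for the same 3 sets with Aβ42 in WT mice, and -1.21 for up-regulated DEGs with Aβ42 in 3xTg-AD mice. Against permutations of the phenotype, scores were 0.519 for all, -0.0691 for up- and 0.884 for down-regulated DEGs with CTA in WT mice, -1.40 for all and -1.40 for down-regulated DEGs with CTA in 3xTg-AD mice, and 0.838 and 1.07 for all and down-regulated DEGs with Aβ42 in 3xTg-AD mice. Spearman's rho gave -2.74 for up-regulated DEGs with CTA in WT mice, 4.13 for all DEGs with Aβ42 in WT mice and 3.15 for up-regulated DEGs with Aβ42 in 3xTg-AD mice. On log2(CPM + 1) values, up-regulated DEGs scored 3.89 with CTA in WT and 3.63 with Aβ42 in 3xTg-AD mice. With the striatal score removed, scores were 3.47 for up-regulated DEGs with CTA, 4.73 for all DEGs with Aβ42 and 3.67 for up-regulated DEGs with Aβ42, all in WT mice. The cause was not tested.

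With 1 mouse left out, z scores with CTA in WT mice ran from 5.93 to 17.3 for all, -0.00582 to 5.54 for up- and 7.35 to 19.1 for down-regulated DEGs, and in 3xTg-AD mice from -9.65 to 2.93, -3.95 to 0.520 and -9.52 to 3.90, the highest in each without 3xTg-AD mouse G4R1. With Aβ42 they ran in WT mice from -5.93 to 8.20, -2.53 to 2.18 and -5.71 to 9.23, the lowest without WT mouse G4R5, and in 3xTg-AD mice from 3.69 to 13.6, 0.0165 to 5.58 and 4.12 to 14.1.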

Differences from the paper's values

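No test of this part was chosen after its result was seen. The z scores of the paper were read by eye from its figures. For all DEGs with CTA in WT mice, the z score was 13.025 against the paper's about 9.8 in Fig. 4, read by eye; of the alternatives set before the data were examined, those without WT mouse G4R5 (9.56), G5R4 (9.796) or G5R5 (10.7) came within 1 of the paper's value and the others did not. For up-regulated DEGs with CTA in WT mice, it was 3.09 against about 0.6 in Fig. 4, read by eye, and the paper's own list of genes (1.54) and the fit without WT mouse G2R3 (0.819) came within 1 of the paper's value. Without WT mouse G1R6 (-0.00582) and against permutations of the phenotype (-0.0691) it came as near, with the other sign. For down-regulated DEGs with CTA in WT mice, it was 15.3 against about 13 in Fig. 4, read by eye, and log2(CPM + 1) values (13.9), a background of all tested genes (13.6) and the fit without WT mouse G4R7 (13.7) came within 1 of the paper's value.

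For all DEGs with Aβ42 in 3xTg-AD mice, the z score was 10.9 against the paper's about 9.7 in Fig. 5, read by eye; log2(CPM + 1) values (8.98), the paper's own list (9.84), a background of all tested genes (9.36), a background matched on mean expression (10.7) and 6 of the fits without 1 mouse (9.19 to 10.7) came within 1 of the paper's value. For down-regulated DEGs with Aβ42 in WT mice, it was 1.37 against about 2.4 in Fig. 5, read by eye; CPM by library size only (1.76), Spearman's rho (2.87), removal of the striatal score (3.03) and 6 of the fits without 1 mouse (1.79 to 3.25) came within 1 of the paper's value. For down-regulated DEGs with Aβ42 in 3xTg-AD mice, it was 12.3 against about 11 in Fig. 5, read by eye; the paper's own list (11.9), a background of all tested genes (11.5) and the fits without 3xTg-AD mouse G1R4 (11.6) or G4R3 (11.3) came within 1 of the paper's value. In each case the alternatives set before the data were examined and not named here did not come within 1 of the paper's value.

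The paper states that up-regulated DEGs are no different from background genes in their association with CTA in WT mice and with Aβ42 in 3xTg-AD mice; here 3 and 2 of the 1000 random sets reached their values. The paper's rule asks for a value above every random set, and by that rule neither passed. With the paper's own list of genes, 57 and 26 random sets reached the values. On log2(CPM + 1) values 0 random sets reached either.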

Other observations

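The tests of smaller genotype effects and of the leading component were chosen only after the results had been seen.

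The fall in the number of DEGs from 7 to 8 months was weighed against library depth, spread between mice and size of effect. Library depth is argued against, since the ratio was 2.70 with libraries thinned to the same total. A larger spread between mice of one group at the later ages is consistent with the values: the ratio was 0.967 with 1 dispersion per gene for all 30 mice, although the number at 2 months was then 1.56 times that at 7 months, against 1.01 times with the dispersion of each age. For DEGs chosen at 2 months, the median effect at 8 months was 0.866 of that at 7 months. For DEGs chosen at 7 months, it was 0.732 of that at 2 months. Both ratios are in the direction of smaller genotype effects at 8 months. How many DEGs such a reduction would cost was not tested, so smaller effects stay open as a cause. Over all later ages the smallest such ratio was 0.606, at 14 months for DEGs chosen at 2 months, where the genotype difference in striatal markers was largest. For DEGs chosen at 7 months the ratio at 14 months was 0.719. The latter does not rest on genes chosen at 2 months, but its early reference was measured at 2 months. Smaller effects at 14 months therefore cannot be told apart from the striatal difference at 2 months. A change of the genotype effect with age stays open as a biological explanation.

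Other splits of the same mice were counted. At 2, 7, 8 and 14 months the real split was the 1 of 10 with as many DEGs, the most that 3 mice against 3 can show, and the largest other split gave 20, 99, 65 and 69 genes. At 11 months 2 of the 10 splits gave as many, since the split that groups 3xTg-AD mice G4R1 and G4R2 with WT mouse G4R7 gave 475. For the genotype effect over all ages, 1 of 60 splits within age gave as many genes, the real one, and the largest other gave 799. For the interaction, 1 of 30 regroupings of the ages within genotype gave as many, the real one, and no other gave a gene.

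Drd2 was higher at 2 months and lower at 8 months in 3xTg-AD mice. A candidate explanation is striatal tissue in some dissections: the median log2 fold change of the other 17 striatal markers was -1.527 at 8 months, in the direction of Drd2. In the list of 18, 17 genes exceeded 1 CPM in WT cortex, 1 is named by the paper and 0 are in another list. The most abundant were Pde1b, with 173 ± 37.5 CPM (SD, n = 15) in WT and 238 ± 87.7 CPM (SD, n = 15) in 3xTg-AD mice, Pde10a, with 146 ± 46.5 and 225 ± 135 CPM, and Ppp1r1b, with 89.7 ± 42.0 and 179 ± 116 CPM. A regulated change of these markers in cortex is not excluded by these values.

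Genes called at all 5 ages may lie in chromosome blocks inherited from another strain, since 31 adjacent pairs of tested genes were both in the list. In 14 blocks of 3 or more such genes, on 8 chromosomes, 61 genes (40.7%) were found, and 7 of the blocks held both directions. An effect of the transgenes on neighbouring genes was not tested.

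The association of DEGs with CTA performance or Aβ42 was weighed against the correlations among the DEGs. Of the tests past all random sets, the smallest share of phenotype permutations with as large a mean absolute correlation was 0.153, and over the 12 tests at least 49.2% of permutations placed the DEG set outside all random sets. These values are consistent with co-expression of the DEGs and with random gene sets that vary less than co-expressed sets. With the size of the z score as the statistic, fewer permutations reached the observed one. For Aβ42 in 3xTg-AD mice, 7 of 1000 did so for down-regulated and 52 for all DEGs. For CTA in WT mice, 17 did so for down-regulated and 33 for all DEGs. None passed 0.05 after adjustment over the 12 sets in this permutation test (smallest adjusted p 0.0959). An association with the phenotype on top of co-expression stays open.

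The leading component of the differences between mice of one group held 40.6% of their variance. Genes listed for amygdala and hypothalamus had a median loading of 0.0162 on it, where the highest of 10000 random lists had 0.0128. Only 9 of the 15 listed genes entered, so tissue of these regions in some dissections cannot be told apart from other sources.

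The other marker lists were read as medians of log2 fold changes, given from the youngest to the oldest of the 5 ages. Those for claustrum were 0.21, 0.39, -0.08, 0.48 and 0.25, for choroid plexus 0.03, -0.27, 0.08, 0.98 and -0.90, for oligodendrocytes -0.04, -0.42, 0.05, -0.13 and 0.19, and for microglia 0.14, 0.26, 0.09, 0.33 and 0.10. Plaque-associated microglia gave 0.27, 0.26, 0.10, 0.07 and 0.34, astrocytes 0.11, 0.03, 0.06, 0.14 and 0.18, blood 1.30, 1.15, 3.00, 0.44 and 1.03, and immediate early genes -0.13, -0.43, 1.05, -0.90 and 0.30. Cortical excitatory neurons gave -0.33, -0.10, 0.05, -0.37 and -0.17, and thalamus 0.04, -0.04, -0.18, -0.11 and 0.05. None of these lists shares a gene with another or holds a gene the paper names. All genes of these lists exceeded 1 CPM in WT mice, except for choroid plexus, where 4 of 6 did, and plaque-associated microglia, where 4 of the 7 tested did. In blood, the most abundant gene, Hbb-bs, had 65.1 ± 29.6 CPM (SD, n = 15) in WT and 170 ± 199 CPM (SD, n = 15) in 3xTg-AD mice. Camk2a, of the list for cortical excitatory neurons, had 4310 ± 356 and 3470 ± 300 CPM.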
